# The cholesterol transporter NPC1 is essential for epigenetic regulation and maturation of oligodendrocyte lineage cells

**DOI:** 10.1038/s41467-023-39733-6

**Published:** 2023-07-05

**Authors:** Thaddeus J. Kunkel, Alice Townsend, Kyle A. Sullivan, Jean Merlet, Edward H. Schuchman, Daniel A. Jacobson, Andrew P. Lieberman

**Keywords:** Paediatric neurological disorders, Oligodendrocyte, Histone post-translational modifications

## Abstract

The intracellular cholesterol transporter NPC1 functions in late endosomes and lysosomes to efflux unesterified cholesterol, and its deficiency causes Niemann–Pick disease Type C, an autosomal recessive lysosomal disorder characterized by progressive neurodegeneration and early death. Here, we use single-nucleus RNA-seq on the forebrain of *Npc1*^*−/−*^ mice at P16 to identify cell types and pathways affected early in pathogenesis. Our analysis uncovers significant transcriptional changes in the oligodendrocyte lineage during developmental myelination, accompanied by diminished maturation of myelinating oligodendrocytes. We identify upregulation of genes associated with neurogenesis and synapse formation in *Npc1*^*−/−*^ oligodendrocyte lineage cells, reflecting diminished gene silencing by H3K27me3. *Npc1*^*−/*−^ oligodendrocyte progenitor cells reproduce impaired maturation in vitro, and this phenotype is rescued by treatment with GSK-J4, a small molecule inhibitor of H3K27 demethylases. Moreover, mobilizing stored cholesterol in *Npc1*^*−/−*^ mice by a single administration of 2-hydroxypropyl-β-cyclodextrin at P7 rescues myelination, epigenetic marks, and oligodendrocyte gene expression. Our findings highlight an important role for NPC1 in oligodendrocyte lineage maturation and epigenetic regulation, and identify potential targets for therapeutic intervention.

## Abstract (web summary)

Niemann-Pick type C disease is characterized by deficiency of the endolysosomal cholesterol transporter NPC1. Here, the authors show in Npc1^−/−^ mice that loss of NPC1 impairs oligodendrocyte lineage cell differentiation and developmental myelination through perturbed epigenetic regulation.

## Introduction

Oligodendrocytes, the myelin-producing cells of the CNS, arise from oligodendrocyte progenitor cells (OPCs), a heterogeneous group of cells that retain some pluripotency and may have varying functions, including antigen presentation^1–7^. As they commit to becoming oligodendrocytes, OPCs differentiate into post-mitotic immature, or pre-myelinating, oligodendrocytes. Immature oligodendrocytes contact axons and further differentiate to become mature, myelinating oligodendrocytes. Oligodendrocyte differentiation and maturation are tightly regulated by both intrinsic and extrinsic signals^8–11^.

Cholesterol is rate-limiting in the formation of myelin^12,13^. Myelin is more cholesterol-rich than other plasma membranes, with cholesterol being its most abundant lipid^14–16^. Approximately 80% of the brain’s cholesterol is contained within myelin^14,17^. As cholesterol-rich lipoprotein particles do not cross the blood-brain barrier, most cholesterol used in myelin formation is synthesized de novo. Cholesterol synthesized by both oligodendrocytes and neighboring cells is necessary for myelination^14,15,18,19^. Notably, the mechanism by which cholesterol promotes myelination and its potential influence on oligodendrocyte differentiation remains poorly understood.

Cholesterol-rich lipoprotein particles enter cells through receptor-mediated endocytosis and transit to late endosomes and lysosomes. There, the NPC1 and NPC2 proteins work together to efflux unesterified cholesterol for use in cellular processes such as sterol biosynthesis and membrane integration^20–23^. Mutations in these proteins lead to Niemann–Pick disease Type C, a rare autosomal recessive lysosomal disorder characterized by the accumulation of unesterified cholesterol in late endosomes and lysosomes^24–26^. Neurons of the CNS are particularly vulnerable to this lipid trafficking defect, as progressive neurodegeneration is a cardinal feature of Niemann–Pick Type C. Accumulating evidence indicates that oligodendrocyte dysfunction also contributes to the neurological phenotype that occurs in this disorder. Individuals with Niemann–Pick Type C have myelin deficits, most prominently in the major white matter tracts of the brain, where the extent of myelin depletion positively correlates with clinical severity^27–29^. This is recapitulated in mice homozygous for a null allele of the *Npc1* gene (*Npc1*^*−/−*^), where developmental hypomyelination is observed prior to neuron loss^30–32^. This developmental hypomyelination is seen throughout the brain but is most severe in the mouse forebrain^30,32^. Furthermore, deletion of *Npc1* only in oligodendrocytes leads to myelin deficits, neurodegeneration, and ataxia, demonstrating a role for oligodendrocytes in Niemann–Pick Type C pathogenesis^30^. Interestingly, deletion of *Npc1* specifically in neurons also leads to robust myelination defects, illustrating that both cell-autonomous and non-cell-autonomous pathways are involved in the hypomyelination phenotype^30^.

In this study, we used single-nucleus RNA sequencing and chromatin immunoprecipitation (ChIP) in combination with targeted assays to analyze the pathways underlying developmental hypomyelination in *Npc1*^*−/−*^ mice. Because the forebrain is where hypomyelination is most severe and single-cell sequencing was performed previously on *Npc1*^*−/−*^ mouse cerebella^33^, we focused our studies on the forebrain. We show that in the early postnatal period, cells in the oligodendrocyte lineage are the most affected cell types in the forebrain, undergoing striking transcriptional changes and cell death. Furthermore, we demonstrate that epigenetic dysfunction is a key contributor to oligodendrocyte dysfunction in *Npc1*^*−/−*^ mice. Lastly, we show that these deficits in oligodendrocyte differentiation and survival are tied to the bioavailability of cholesterol. This work furthers our understanding of the role of cholesterol in regulating oligodendrocyte differentiation and provides targets for potential therapeutic intervention for the treatment of Niemann–Pick Type C.

## Results

### The oligodendrocyte lineage is severely affected in *Npc1*^*−/−*^ mice during development

To identify the cell types and pathways in the brain that are most affected in early Niemann–Pick C pathogenesis, we performed single-nucleus RNA-sequencing (snRNA-seq) on the forebrain of littermate WT and *Npc1*^*−/−*^ mice at 16 days of age (P16) using three biological replicates for each genotype. This unbiased analysis complemented our previous work, which demonstrates phenotypic changes in glia at this age, even in the absence of neuron death^30^. Approximately 13,000 nuclei from each mouse were sequenced at a depth of ~80,000 reads per cell. Expression patterns of previously established marker genes were used to identify cell type-specific clusters^34–36^ (Fig. 1A, B and Supplementary Fig. 1). Gene expression analysis revealed thousands of differentially expressed genes between WT and *Npc1*^*−/−*^ samples (Fig. 1C). Notably, immature oligodendrocytes had 1764 differentially expressed genes, the most of any cluster (Fig. 1C and Supplementary Data 1). Our analysis separated the oligodendrocyte lineage into three main stages: proliferative oligodendrocyte progenitor cells (OPCs), post-mitotic and actively differentiating immature oligodendrocytes, and myelin-forming mature oligodendrocytes. Differential cell abundance analysis found significant decreases in immature and mature oligodendrocytes in *Npc1*^*−/−*^ samples compared to WT, while all other cell populations were present in normal proportions (Fig. 1D and Supplementary Table 2). This is in accordance with published data showing severe hypomyelination and a lack of mature, myelin-forming oligodendrocytes in *Npc1*^*−/−*^ mice during development^30,32,37^. This hypomyelination can be readily visualized by immunohistochemical staining for myelin basic protein (MBP) in the corpus callosum of P16 mice (Fig. 2A), corroborating previously published findings^30,32,37^. Taken together, these data indicate that the oligodendrocyte lineage is markedly impacted at an early timepoint in the Niemann–Pick C brain and highlight a particular vulnerability in immature oligodendrocytes.

**Fig. 1:**
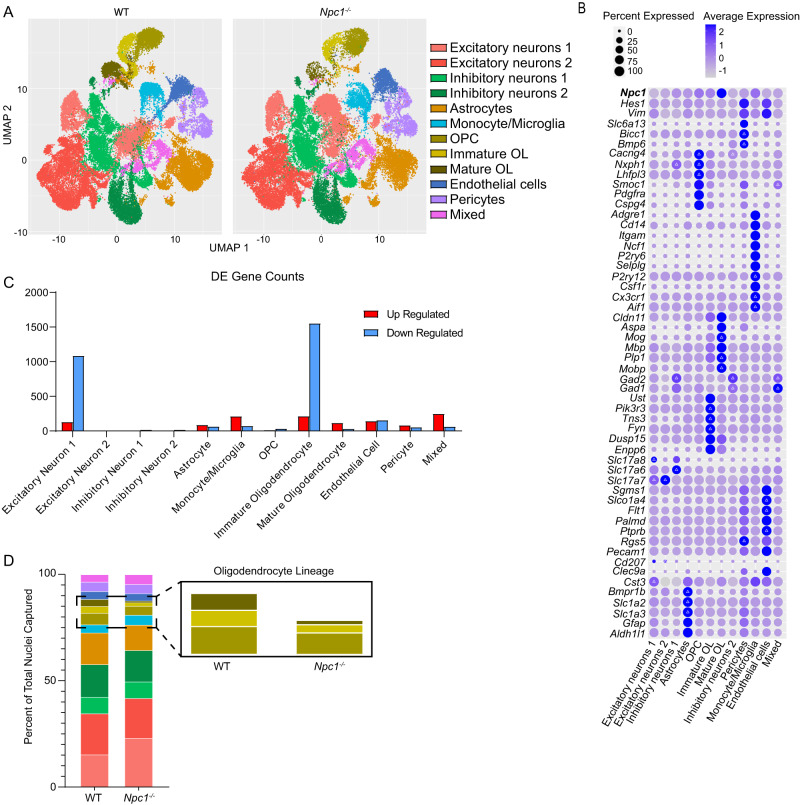
snRNA-seq of WT and *Npc1*^*−/−*^ forebrain at P16. Nuclei were isolated from the forebrains of three mice per group and sequenced using the 10X Genomics Chromium platform. **A** UMAP plot for WT and *Npc1*^*−/−*^ samples with each point representing a single nucleus. Plot points are clustered into cell type based on gene expression patterns. **B** Bubble matrix showing the expression of *Npc1* (at top) and cluster-defining genes. Delta symbols (Δ) within bubbles indicate the three most highly expressed defining genes for each cluster. Size of the bubble corresponds to the percentage of cells expressing a gene, while bubble color indicates expression level. **C** Number of up- (red) and down- (blue) regulated differentially expressed (DE) genes (genes with |log_2_(fold-change)| of > 0.5 and adjusted *p* < 0.05) per cell cluster as determined through differential expression analysis utilizing a Wilcoxon rank-sum test. Source data are provided as a Source Data file. **D** Graph showing the percentage of the total nuclei captured in each cluster. The colors and cell types correspond with (**A**). Inset shows oligodendrocyte lineage.

**Fig. 2:**
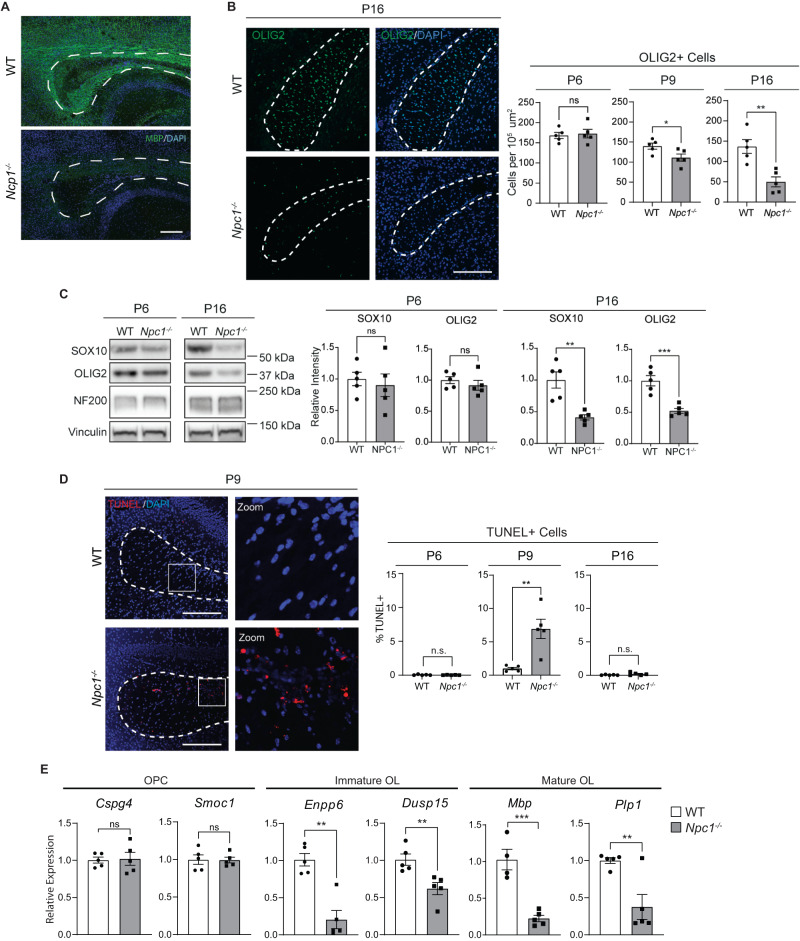
Death of oligodendrocyte lineage cells during development. **A** Midline sagittal brain section from P16 mice stained for MBP (green) and DAPI (blue). **B** Brain sections from P6, P9, and P16 WT and *Npc1*^*−/−*^ mice were stained for oligodendrocyte lineage cells using OLIG2 (green). Nuclei are stained with DAPI (blue). Quantified at right. **C** Western blot of SOX10, OLIG2, and neurofilament (NF200) from P6 and P16 mouse forebrain. Values were normalized to vinculin and quantified relative to WT. Quantifications at right. **D** Brain sections were stained for DNA double-strand breaks using a TUNEL assay (red) to detect cell death. Nuclei are stained with DAPI (blue). **E** Expression of oligodendrocyte stage-specific markers in P16 mouse forebrain as measured by qRT-PCR and normalized to WT. Dashed lines indicate corpus callosum in all images. Scale bars = 200 µm (**A**) and 150 µm (**B** and **D**). Quantified at right. Data are mean ± SEM. n.s. not significant, *p < 0.05,**p < 0.005, ***p < 0.001 by two-tailed unpaired Student’s *t*-test; (**A**) Experiment was done on 3 biological replicates per group, all with similar results; (**B**) *n* = 5 mice; *t* = 0.3385, 2.477, 4.182; df = 8; *p* = 0.7437, 0.0383, 0.0031 (**C**) *n* = 5 mice; *t* = 0.47, 0.90, 4.33, 5.30; df = 8; *p* = 0.6487, 0.3958, 0.0025, 0.0007; (**D**) *n* = 5 mice; *t* = 0.6961, 4.081, 1.463; df = 8; *p* = 0.5061, 0.0035, 0.1817; (**E**) *n* = 5 mice; *t* = 0.1813, 0.06927, 3.891, 3.479, 6.470, 3.618; df = 8; *p* = 0.8606, 0.9465, 0.0046, 0.0083, 0.0002, 0.0068. Source data are provided as a Source Data file.

To further explore the reduction of oligodendrocyte lineage cells in *Npc1*^*−/−*^ mice, we stained for OLIG2, a transcription factor found throughout the lineage^35,36^. The number of OLIG2-positive cells in the corpus callosum was quantified at three ages: P6, P9, and P16. We chose these ages as they roughly correspond to sequential stages of oligodendrocyte development^17,38–40^. At P6, OPCs are present in large numbers and remain largely non-differentiated. At P9, active differentiation has begun and there is an increase in immature oligodendrocytes. By P16, there is peak myelination with large numbers of mature cells^17,38–40^. OLIG2-positive cell numbers were comparable between *Npc1*^*−/−*^ and WT mice at P6, suggesting similar numbers of OPCs in these mice. However, by P9, *Npc1*^*−/−*^ mice had significantly reduced numbers of OLIG2-positive cells compared to WT, and by P16, this reduction was even more pronounced (Fig. 2B). These data indicate a reduction in the number of oligodendrocyte lineage cells as they differentiate into immature and mature oligodendrocytes, a finding that is in line with the quantification of cell numbers from snRNA-seq (Fig. 1D). Correspondingly, western blot of forebrain lysates showed reductions in the oligodendrocyte lineage transcription factors OLIG2 and SOX10^35,36^ in *Npc1*^*−/−*^ mice at P16, but not at P6 (Fig. 2C). We conclude that there is a gradual reduction in oligodendrocyte lineage markers in the Niemann–Pick C brain as these cells undergo differentiation. In contrast, neurofilament (NF200) levels (Fig. 2C) and neuron numbers (Fig. 1D and Supplementary Table 1) were similar between WT and *Npc1*^*−/−*^ mice, indicating that deficits in the oligodendrocyte lineage were not secondary to neuron loss. Notably, there was no significant difference in the proliferation of oligodendrocyte lineage cells in the corpus callosum of mice at P6, P9, or P16 as assessed by staining for Ki67^41^ (Supplementary Fig. 2). However, terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining^42^ revealed a significant increase in cell death in the corpus callosum of *Npc1*^*−/−*^ mice at P9 when compared to WT. This increase in cell death was not apparent at P6 or P16 (Fig. 2D). Furthermore, we performed qRT-PCR to measure the expression of marker genes specific to OPCs (*Cspg4* and *Smoc1*), immature oligodendrocytes (*Enpp6* and *Dusp15*), and mature oligodendrocytes (*Mbp* and *Plp1*)^34–36,43^ in the forebrain of an independent cohort of mice at P16. OPC markers were expressed at similar levels in WT and *Npc1*^*−/−*^ forebrain (Fig. 2E). However, immature and mature oligodendrocyte markers were significantly reduced in *Npc1*^*−/−*^ mice (Fig. 2E). Taken together, these data strongly suggest that the decrease in oligodendrocyte lineage cells in the Niemann–Pick C brain is due, in part, to cell death, particularly while these cells are at an immature stage and actively differentiating. Notably, diminished numbers of OLIG2-positive cells were most robust in the forebrain, as the number of OLIG2-positive cells in the cerebellar white matter, where myelination defects are milder^30,32^, were comparable between WT and *Npc1*^*−/−*^ mice (Supplementary Fig. 3).

### Neuronal genes are up-regulated in *Npc1*^*−/*−^ immature oligodendrocytes

To better understand the pathways associated with oligodendrocyte dysfunction and loss, we performed Gene Ontology (GO) analysis for biological process terms using differentially expressed genes in oligodendrocyte lineage cells from the snRNA-seq data. As expected, genes associated with myelination, axon ensheathment, and oligodendrocyte development were downregulated at each stage of the oligodendrocyte lineage (Fig. 3A, B and Supplementary Data 2). The cholesterol biosynthetic pathway, needed for myelination, was also downregulated in immature oligodendrocytes of mutant mice. Unexpectedly, genes associated with neurogenesis, ion transport, and synapse formation were upregulated in immature and mature oligodendrocytes of Niemann–Pick C mice (Fig. 3A, B and Supplementary Data 2). OPCs also show an upregulation of genes associated with neuron projection morphogenesis (Fig. 3A), suggesting that these pathways are altered early in the lineage. This conclusion is supported by the fact that of the 48 genes that are differentially expressed in OPCs, 42 are significantly altered in immature oligodendrocytes (Supplementary Data 1).

**Fig. 3:**
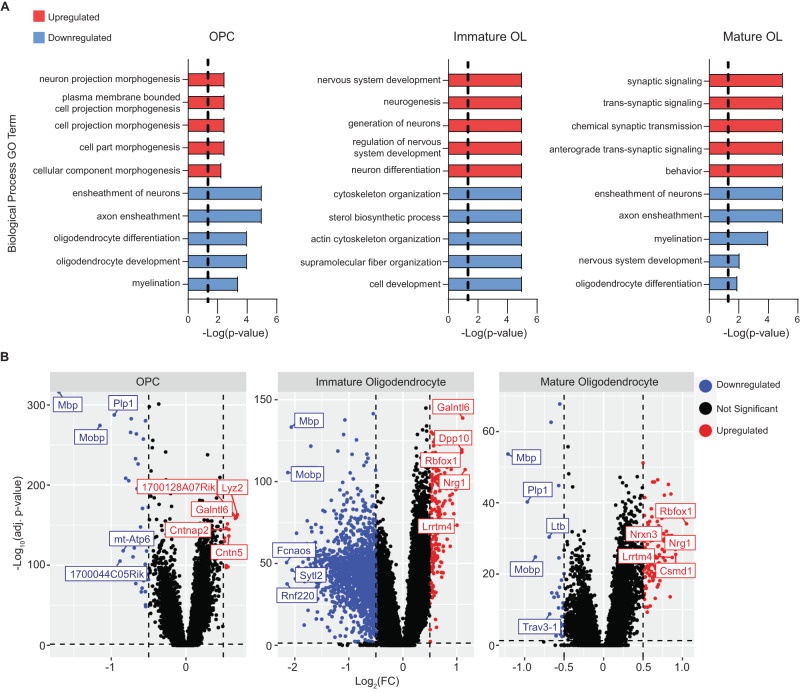
Gene expression changes in the oligodendrocyte lineage. **A** Gene Ontology analysis was performed on differentially expressed genes (DE) identified by snRNA-seq. The 10 most significant (by *p*-value) up- (red) and down-regulated (blue) GO terms (biological process) in *Npc1*^*−/−*^ oligodendrocyte lineage cells are shown. The dashed line indicates an adjusted *p* < 0.05 after Bonferroni correction. **B** Volcano plots of DE genes in the oligodendrocyte lineage as determined by differential expression analysis of snRNA-seq. The top 5 up- or down-regulated genes by log_2_(FC) are labeled. Dashed lines correspond to an adjusted *p*-value of 0.05 and a |log_2_(FC)| of 0.5.

### Repressive histone modifications are decreased in *Npc1*^*−/−*^ oligodendrocytes

Neuron-associated genes are typically expressed in early OPCs but are silenced during oligodendrocyte differentiation^44–46^. The repressive histone modifications H3K9me3 and H3K27me3 are responsible for epigenetically silencing the expression of neuronal genes in oligodendrocyte lineage cells during normal maturation and myelination^44,47^. Furthermore, these histone modifications increase as oligodendrocytes differentiate and are known to play a crucial role in oligodendrocyte differentiation^44,48^ (Fig. 4A). Based on gene expression patterns observed in the snRNA-seq dataset, we hypothesized that broad changes in H3K9me3 and H3K27me3 were underlying the transcriptional differences found between oligodendrocyte lineage cells in WT and *Npc1*^*−/−*^ mice. To test our hypothesis, we first stained brain sections for H3K27me3 and H3K9me3 and quantified their intensity. By co-staining for either NeuN or SOX10, we measured these histone modifications in neurons and oligodendrocyte lineage cells, respectively. We identified reduced staining intensity of both H3K27me3 and H3K9me3 in oligodendrocyte lineage cells in the corpus callosum of *Npc1*^*−/−*^ mice compared to WT (Fig. 4B and Supplementary Fig. 4A). Notably, there was no difference in the staining intensity of either histone modification in cortical neurons of WT and *Npc1*^*−/−*^ mice (Fig. 4B and Supplementary Fig. 4B), suggesting the occurrence of oligodendrocyte lineage-specific deficits in these repressive chromatin modifications. These deficits correlated with the severity of developmental dysmyelination, as we did not detect significant alterations in H3K27me3 in SOX10-positive cells in the cerebellar white matter (Supplementary Fig. 5).

**Fig. 4:**
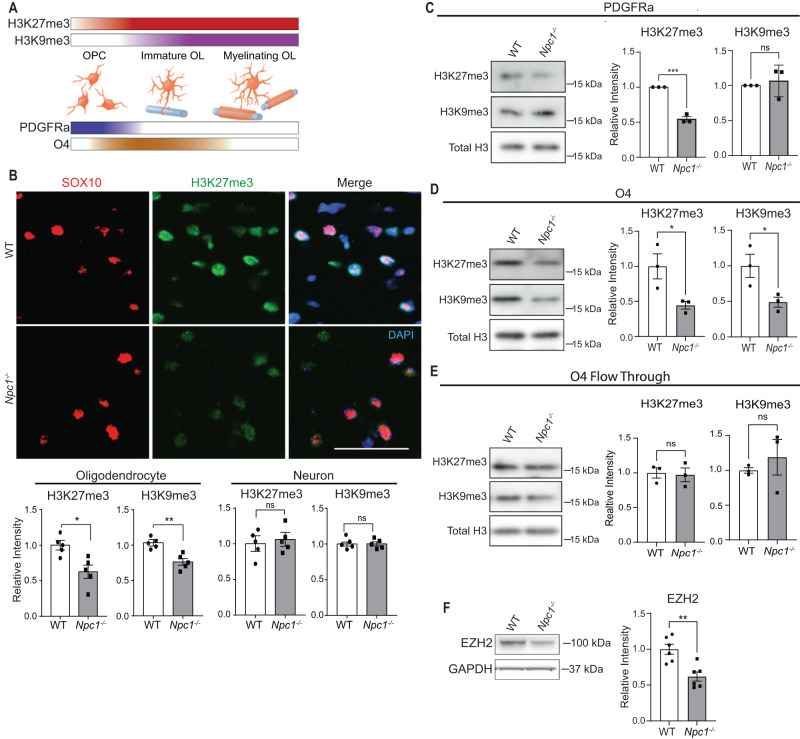
Epigenetic dysregulation of *Npc1*^*−/−*^ oligodendrocytes. **A** H3K27me3 and H3K9me3 increase as oligodendrocytes differentiate. PDGFRa expression peaks earlier in development compared to O4. The color in the bars approximates marker levels. **B** Brain sections from P16 WT and *Npc1*^*−/−*^ mice were stained for H3K9me3 or H3K27me3 (green) and co-stained for SOX10 (red, oligodendrocytes) or NeuN (neurons). Nuclei stained with DAPI (blue). Images were captured from the corpus callosum (oligodendrocytes) and cortex (neurons). Representative images show H3K27me3 in OLs; images of NeuN and OL H3K9me3 stains in Supplementary Fig. 4. Scale bar = 50 µm. Methylation staining intensity in the cortex (neurons) and corpus callosum (oligodendrocytes) is quantified below. Methylation intensity was quantified in SOX10+ or NeuN+ cells and values were normalized to WT. Western blot of histones extracted from cells purified from P16 mice using microbeads targeting PDGFRa (**C**), O4 (**D**), or the flow through cells left over after cell purification (**E**). Values were normalized to total H3 and quantified relative to WT. **F** Western blot of EZH2 from O4-purified cells. Data are mean ± SEM. n.s. not significant, *p < 0.05,**p < 0.005, ***p < 0.001 by two-tailed unpaired Student’s *t*-test; (**B**) *n* = 5 mice; *t* = 3.1, 4.2, 0.4, 0.3; df = 8; *p* = 0.0146, 0.0031, 0.6765, 0.8028; (**C**) *n* = 3 biological replicates; *t* = 12.9, 0.5; df = 4; *p* = 0.0002, 0.6418; (**D**) *n* = 3; *t* = 3.0, 2.9; df = 4; *p* = 0.0415, 0.0451 (**E**) *n* = 3 biological replicates; *t* = 0.03, 0.7; df = 4; *p* = 0.9754, 0.5059; (**F**) *n* = 6 biological replicates; *t* = 4.0; df = 10; *p* = 0.0025. Source data are provided as a Source Data file.

We next assessed histone methylation in the oligodendrocyte lineage by western blot. To acutely isolate OPCs and immature oligodendrocytes from the whole brain of P16 mice, we used magnetic-activated cell sorting (MACS) with microbeads targeting either PDGFRα (expressed in early OPCs) or O4 (expressed later in OPCs and immature oligodendrocytes) (Fig. 4A)^35,49,50^. *Npc1*^*−/−*^ PDGFRα-isolated OPCs showed significantly reduced H3K27me3, but not H3K9me3, compared to WT (Fig. 4C). However, O4-isolated cells showed decreases in both H3K9me3 and H3K27me3 (Fig. 4D), suggesting that the reduction of H3K27me3 may precede H3K9me3 during oligodendrocyte lineage maturation. Western blots of the flow-through cells (cells not bound by microbeads during MACS) showed no changes in H3K27me3 or H3K9me3, further reinforcing that these epigenetic deficits were oligodendrocyte lineage-specific (Fig. 4E).

We next probed our snRNA-seq dataset for potential causes of this epigenetic dysregulation. We found that the expression of *Ezh2*, a histone methyltransferase that catalyzes H3K27 methylation, was reduced in immature oligodendrocytes of Niemann–Pick C mice (Log_2_(FC) = −0.726; Supplementary Data 1). Furthermore, western blot analysis of O4-isolated cells revealed reduced levels of EZH2 in *Npc1*^*−/−*^ cells compared to WT (Fig. 4F). This EZH2 reduction and the early appearance of an observable decrease in H3K27me3 led us to focus on H3K27me3 for further investigations.

### Epigenetic dysregulation at neuronal genes in *Npc1*^*−/*−^ cells

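For the bulk RNA-seq, whole brains of P16 mice, 3 WT and 3 *Npc1*-/-, were dissociated into single cells. Cells carrying the O4 antigen, a lipid on the surface of late OPCs and immature oligodendrocytes, were pulled out with antibody-coated magnetic microbeads, and each mouse gave 1 library of poly(A) RNA. The authors trimmed the reads with bbduk, mapped them to the mouse genome GRCm38 with STAR and assigned them to genes with featureCounts. They deposited the expression of 55492 genes in each sample as TPM (transcript abundance scaled to the same total in every sample) and as FPKM (fragments per kilobase, scaled to library size). Within a sample, FPKM was TPM times a single factor, which lay between 0.653 and 0.721. The depth of each library was read from the steps between low FPKM values of genes with a single transcript, in which 1 fragment has a fixed worth. There were 16874 such genes in the length range used, of which between 961 and 1213 gave a usable value in a sample (above the lower limit, low, and with a small rounding error). It came to 47500000, 40250000 and 45000000 fragments in WT replicates 1, 2 and 3 and to 43750000, 46500000 and 50250000 in *Npc1*-/- replicates 1, 2 and 3, with medians of 45000000 and 46500000. At these depths, between 77.0% and 81.8% of the low values of a sample lay within 0.15 of a whole number of fragments, against 30.0% by chance.
TPM is not a count, so expression was compared on a log scale. A few transcripts filled much of each library: *Mbp* alone took from 18.8% to 22.2% of TPM in WT and from 20.2% to 26.1% in *Npc1*-/- samples, which lowers the TPM of every other gene. Each sample was therefore divided by a size factor, the median of its ratios to the geometric mean over 18690 genes above 0 in every sample. The size factors were 1.30, 1.11 and 1.04 in WT and 1.10, 0.855 and 0.727 in *Npc1*-/- replicates 1, 2 and 3. The scaled TPM was taken as log2(scaled TPM + 0.5), a scale that understates the change of genes with low expression. Genes with a mean TPM of at least 0.5 were tested with limma (two-sided, with a trend in the variance and Benjamini-Hochberg adjustment), and fold changes are those of *Npc1*-/- relative to WT.
*Npc1* (ENSMUSG00000024413), which lies on chromosome 18 of GRCm38 from 12189692 to 12236400, had a TPM of 53.3, 50.4 and 45.5 in WT and of 4.10, 4.42 and 3.16 in *Npc1*-/- replicates 1, 2 and 3. Its log2 fold change was −3.17 (standard error 0.12, adjusted p = 0.000398 by limma), and with the replicate number as a block the adjusted p was 0.00152. *Xist*, the transcript that marks an inactive X chromosome, had a TPM of 15.6 in *Npc1*-/- replicate 3, where the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* were listed at 0. In the other samples *Xist* did not exceed 0.01 and *Ddx3y* was between 14.4 and 23.6 TPM.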

ChIP-seq and parallel bulk RNA-seq were performed on O4-purified cells from WT and *Npc1*^*−/−*^ mouse whole brain to identify genes directly impacted by differential epigenetic regulation. ChIP was conducted for H3K27me3 and H3K27 acetylation (H3K27ac). *Npc1*^*−/−*^ cells had a broad decrease in H3K27me3 across promoter regions (Fig. 5A). 

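In the bulk RNA-seq of O4-purified cells, 15245 genes passed the expression filter and were compared between 3 *Npc1*-/- and 3 WT mice. By limma, 124 of them had an adjusted p below 0.05 and an absolute log2 fold change of at least 0.1: 61 with higher and 63 with lower expression in *Npc1*-/- cells. In all 124, the 3 values of one genotype lay above the 3 values of the other. Such a separation was found in 4192 of the genes tested (27.5%), whereas chance gives it in 10% of genes when 3 samples are compared with 3. At an unadjusted p below 0.05 there were 3386 genes (22.2%), 1617 of them higher and 1769 lower.
The samples of both genotypes are numbered 1 to 3. Although they come from different mice, the deviations of same-numbered samples from the mean of their genotype correlated across genes at 0.414, 0.0602 and 0.326, a mean of 0.267. With the replicate number as a block in the same model, 2011 genes passed the thresholds, 1143 with higher and 868 with lower expression, among them all of the 124 genes found without the block. Scaling moved the balance between both directions most: on TPM as deposited, 54 genes were higher and 870 lower, and the median log2 fold change over all genes was −0.33 in place of 0.01 with size factors. Leaving out each sample in turn left between 4 and 486 genes.

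**Figure D1:**
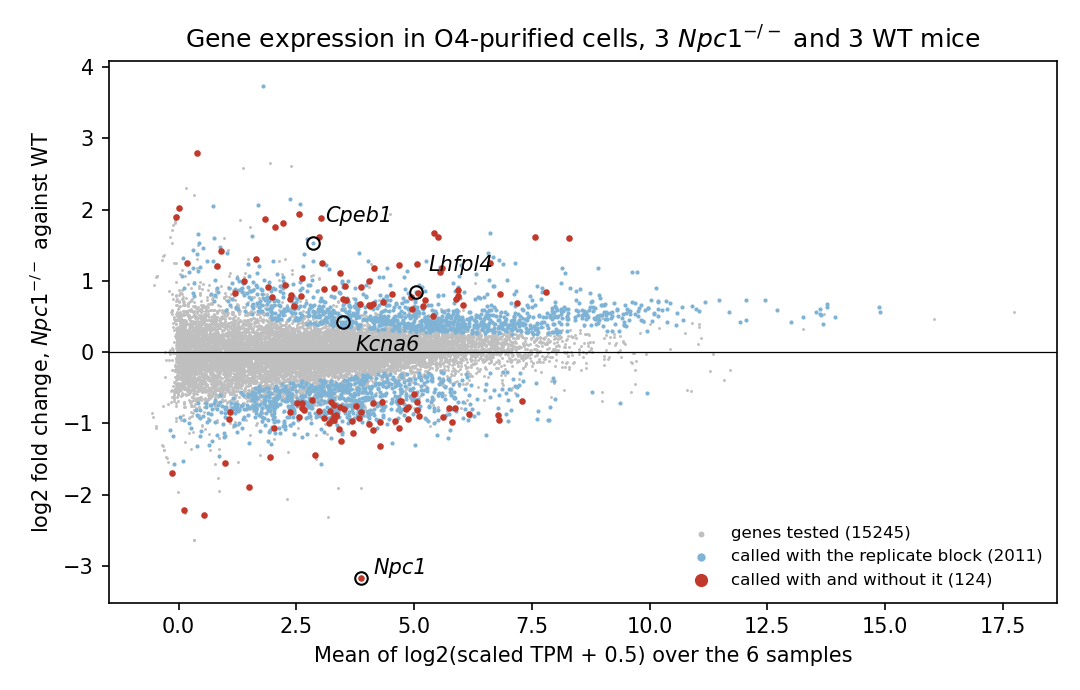
Log2 fold change (*Npc1*-/- relative to WT) of each of the 15245 genes against its mean log2(scaled TPM + 0.5) over the 6 samples. Light blue points are the 2011 genes called with the replicate number as a block and red points the 124 genes called with and without it; circles mark *Npc1* and 3 other genes by name.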

Pairing this with RNA-seq data, we identified 66 genes with both a notable decrease in H3K27me3 (Log_2_(FC) < −0.3) in their promoter regions and significantly increased gene expression (adjusted *p* < 0.05) (Fig. 5B). GO Term: Cellular Component analysis of these genes revealed three significant terms – “dendrite”, “dendritic tree”, and “neuron projection” (Fig. 5C). This enrichment was attributable to 16 genes related to neuron projections and synapse formation (Supplementary Table 2), in line with our hypothesis that increased neuron gene expression in *Npc1*^*−/−*^ oligodendrocyte lineage cells was a consequence of decreased H3K27me3.

**Fig. 5:**
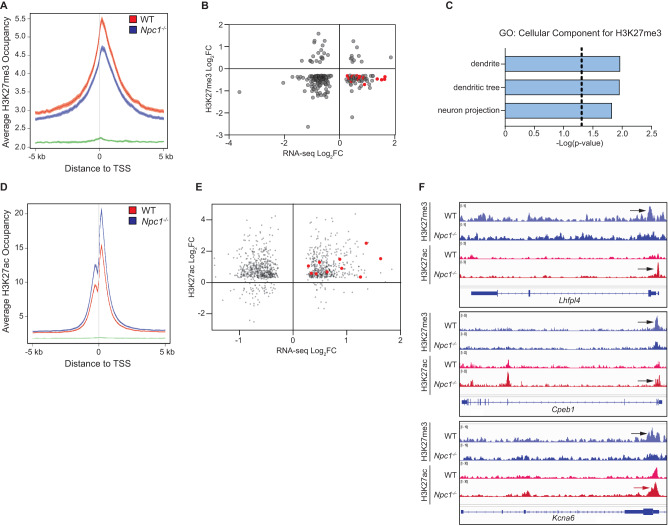
Dysregulation of H3K27me3 and H3K27ac at neuron-related genes. ChIP-seq was performed on O4-purified cells from P16 WT and *Npc1*^*-/-*^ mice. **A** Average H3K27me3 occupancy at gene promoters (defined as being within 5 kb of transcription start site (TSS)) for WT (red), *Npc1*^*−/−*^ (blue), and background (green). **B** H3K27me3 promoter enrichment (*Npc1*^*−/−*^ relative to WT, log_2_(fold change), *y*-axis) plotted against gene expression (*Npc1*^*-/-*^ relative to WT, log_2_(fold change), x-axis) for genes with differential H3K27me3 (defined as having a log_2_(fold change) <−0.3) and significant changes in expression. Red dots indicate 16 genes associated with neuronal pathways. **C** Pathways significantly enriched among genes with decreased H3K27me3 and increased expression in *Npc1*^*−/−*^ cells, as determined by Gene Ontology: Cellular Component analysis with Bonferroni correction. **D** Average H3K27ac occupancy at gene promoters for WT (red), *Npc1*^*−/−*^ (blue), and background (green). **E** H3K27ac promoter enrichment (*Npc1*^*−/−*^ relative to WT, log_2_(fold change), *y*-axis) plotted against gene expression (*Npc1*^*−/−*^ relative to WT, log_2_ fold change, *x*-axis) for genes with differential H3K27ac and significant changes in expression. Red dots indicate 10 genes associated with neuronal pathways. **F** IGV genome browser snapshots of H3K27me3 (blue) and H3K27ac (red) bigWig files at promoter regions of *Lhfpl4*, *Cpeb1*, and *Kcna6*. Arrows point to areas of enrichment. **A**, **D** Center of plotted lines indicates average occupancy, while line thickness shows the 95% confidence interval.

Our findings were corroborated by the ChIP-seq-based identification of broad increases in H3K27ac in the promoter regions of genes from *Npc1*^*−/−*^ cells (Fig. 5D). H3K27ac often negatively correlates with H3K27me3, leading to gene activation^51,52^. Correlation with RNA-seq data identified 435 genes with increased promoter region acetylation and significantly higher expression (Fig. 5E). 

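Without reference to acetylation, the median log2 fold change of the genes with significantly higher expression in O4-purified *Npc1*-/- cells was 0.91. At an adjusted p below 0.1 by limma 583 genes were higher and 782 lower. In 2033 genes all 3 *Npc1*-/- samples exceeded all 3 WT samples, and in 2159 genes they all lay below them. Among the significant genes, the 5 with the largest rise were fixed by rule as those to be named. *Myh7b* (ENSMUSG00000074652, chromosome 2 of GRCm38, 155611212 to 155634307) went from a scaled TPM of 2.63 ± 0.915 (SD, n = 3) in WT to 11.3 ± 2.69 (SD, n = 3) in *Npc1*-/-, a log2 fold change of 1.93 (standard error 0.26, adjusted p = 0.0364 by limma, and 0.0145 with the replicate block, for which same-numbered samples correlated at 0.267). *Trpc4ap* overlaps it on the other strand, and the counting is not described as using the strand. *Serpinb1a* (ENSMUSG00000044734, chromosome 13, 32842092 to 32851185) went from 3.78 ± 0.773 (SD, n = 3) to 15.7 ± 4.94 (SD, n = 3), a log2 fold change of 1.88 (standard error 0.26, adjusted p = 0.0364 by limma, and 0.00944 with the block). Its paralog *Serpinb1b* did not rise (log2 fold change −0.42, adjusted p = 0.610 by limma). The remaining genes of the 5, the antisense RNA *Gm44170*, the snoRNA *Gm23547* and the processed pseudogene *Cox6c2*, were listed at 0 in every WT sample, so no fold can be given. The transcripts of *Gm23547* and *Cox6c2* are 271 and 231 bases long, so their TPM may stand for few fragments. In *Npc1*-/- replicates 1, 2 and 3, *Gm44170* had a TPM of 2.65, 3.92 and 1.71, *Gm23547* of 2.01, 1.10 and 1.11, and *Cox6c2* of 1.32, 1.19 and 1.10. Exact permutation tests on 3 samples against 3 cannot give a p below 0.1, the value that each of these genes reached. The ChIP-seq signal at promoters was not analysed here.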

GO Term: Cellular Component gene set enrichment analysis revealed “synapse” as a significantly enriched component in this gene list (Bonferroni-corrected *p* = 1.324E-4). Furthermore, 10 of the 16 up-regulated neuron-related genes with decreased promoter H3K27me3 also exhibited increased promoter H3K27ac (Fig. 5E, F and Supplementary Table 2). 

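Of the neuron-related genes, the promoters of *Lhfpl4*, *Cpeb1* and *Kcna6* are shown in Fig. 5F, and their expression in the bulk RNA-seq was as follows. *Lhfpl4* (ENSMUSG00000042873) lies on the minus strand of chromosome 6 of GRCm38 from 113168090 to 113195384. Its scaled TPM was 24.3 ± 4.25 (SD, n = 3) in WT and 44.1 ± 9.53 (SD, n = 3) in *Npc1*-/- cells, a log2 fold change of 0.84 (standard error 0.19, adjusted p = 0.0658 over all genes by limma). *Cpeb1* (ENSMUSG00000025586) lies on the minus strand of chromosome 7 from 81347026 to 81455465, where the pseudogene *Rpl7a-ps9* overlaps it on the other strand. It rose from 3.83 ± 0.986 (SD, n = 3) to 12.4 ± 4.99 (SD, n = 3), a log2 fold change of 1.53 (standard error 0.28, adjusted p = 0.0546). *Kcna6* (ENSMUSG00000038077) lies on the minus strand of chromosome 6 from 126708329 to 126740674 and is overlapped on the other strand by *Gm26673*. It rose from 9.26 ± 0.330 (SD, n = 3) to 12.6 ± 0.787 (SD, n = 3), a log2 fold change of 0.42 (standard error 0.09, adjusted p = 0.0623).
In each of the 3 genes, every *Npc1*-/- sample lay above every WT sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With the replicate number as a block, for which the deviations of same-numbered samples correlated at 0.267, the adjusted p over all genes was 0.0127 for *Lhfpl4*, 0.0119 for *Cpeb1* and 0.0348 for *Kcna6*. Adjusted over the 18 genes that were listed in advance because the paper names them for oligodendrocyte lineage cells, it was 0.00940, 0.00775 and 0.00940 by limma without the block. The paper picked these 3 genes in part for their higher expression in this same RNA-seq. The shorter list is therefore not an independent choice, and these smaller values add no support. With each sample left out in turn, the log2 fold change stayed between 0.68 and 0.99 for *Lhfpl4*, between 1.23 and 1.74 for *Cpeb1* and between 0.37 and 0.45 for *Kcna6*. On TPM as deposited, where all genes shifted down together, the log2 fold changes were 0.47, 1.18 and 0.07, which is 0.80, 1.51 and 0.39 relative to the median of all genes.

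**Figure D2:**
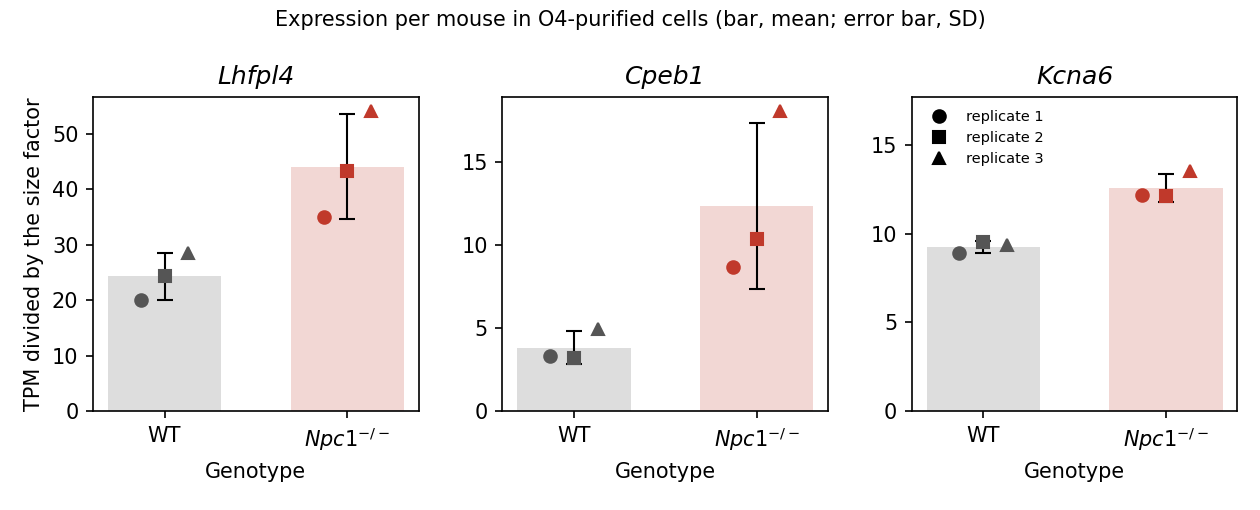
TPM divided by the size factor of the sample for *Lhfpl4*, *Cpeb1* and *Kcna6* in O4-purified cells, 1 point per mouse with its replicate number as the shape. Bars give the mean of 3 mice and error bars the SD; in each gene the 3 *Npc1*-/- mice lie above the 3 WT mice.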

Taken together, these data demonstrate that many of the transcriptional changes detected in *Npc1*^−*/−*^ oligodendrocytes, particularly the increases in neuronal gene expression, are the direct result of epigenetic dysregulation.

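How far neuronal genes as a group changed in O4-purified *Npc1*-/- cells was measured on gene sets fixed in advance. They were the genes of 7 GO terms from the snRNA-seq of immature oligodendrocytes (4 upregulated and 3 downregulated there), and 12 pan-neuronal marker genes. That snRNA-seq used forebrain nuclei, whereas the cells here came from whole brain and were late OPCs and immature oligodendrocytes together, so unlike results need not contradict it. Each set was tested with limma's camera, a competitive test that asks whether the genes of a set change more than all other genes (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment within the GO sets and within 9 marker sets). The terms that the paper reports as upregulated had a mean log2 fold change of −0.09 (neurogenesis, 57 genes tested), −0.11 (synapse organization, 30 genes), −0.10 (ion transmembrane transport, 27 genes) and −0.07 (neuron projection development, 45 genes). By camera, their adjusted p was 0.0655, 0.102, 0.102 and 0.102, and with the replicate number as a block (correlation of same-numbered samples 0.267) it was 0.0261, 0.0689, 0.0836 and 0.0747. An exact permutation test on the mean of each set per sample gave p = 0.4, 0.3, 0.3 and 0.5, where 0.1 is the smallest p possible with 3 mice against 3. The genes of these terms are long. The median transcript length was 7926 bases for neurogenesis and 3189 bases over all genes, and across genes the fold change fell with transcript length (Spearman correlation −0.265, over genes, which are not independent replicates). Once a smooth curve on transcript length was removed from each sample, a step chosen after seeing the data, the mean for neurogenesis was 0.01.
The pan-neuronal markers rose by a mean of 0.41 on the log2 scale, with 11 of the 12 genes higher. Of them *Nefl* (log2 fold change 1.22, adjusted p = 0.0185 by limma) and *Nefm* (1.11, 0.0134), named here after their values were seen, were differentially expressed, and the other 10 genes had a mean of 0.25. The other neuronal marker set, of transmitter genes (4 genes tested), had a mean of 0.03 (adjusted p = 0.921 by camera, 0.882 with the block; exact permutation p = 0.9), or 0.08 relative to the median of all genes on TPM as deposited, where its mean was −0.25. For the pan-neuronal mean, all 3 *Npc1*-/- samples exceeded all 3 WT samples (exact permutation p = 0.1), and camera gave an adjusted p of 0.00256, or 0.000376 with the block. The rise was 0.38 relative to the median of all genes on TPM as deposited, and when the inter-gene correlation was estimated from these data the adjusted p was 0.424. Of the downregulated terms, cholesterol biosynthetic process (17 genes, all higher) had a mean of 0.34 (adjusted p = 1.59e-07 by camera, 4.49e-08 with the block, exact permutation p = 0.1). Myelination (25 genes) had a mean of 0.14 (adjusted p = 0.101 by camera, 0.0228 with the block, exact p = 0.1). For oligodendrocyte differentiation (22 genes) it was 0.10 (adjusted p = 0.102 by camera, 0.0836 with the block, exact p = 0.1). With the inter-gene correlation estimated from these data, the adjusted p by camera was 0.401 for each of these 3 terms, so none passed. From the loss of H3K27me3 and the gain of H3K27ac at promoters of neuron-related genes whose expression rose, the paper concludes that many of the transcriptional changes in the mutant oligodendrocytes, and in particular the higher expression of neuronal genes, result directly from epigenetic dysregulation.

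**Figure D3:**
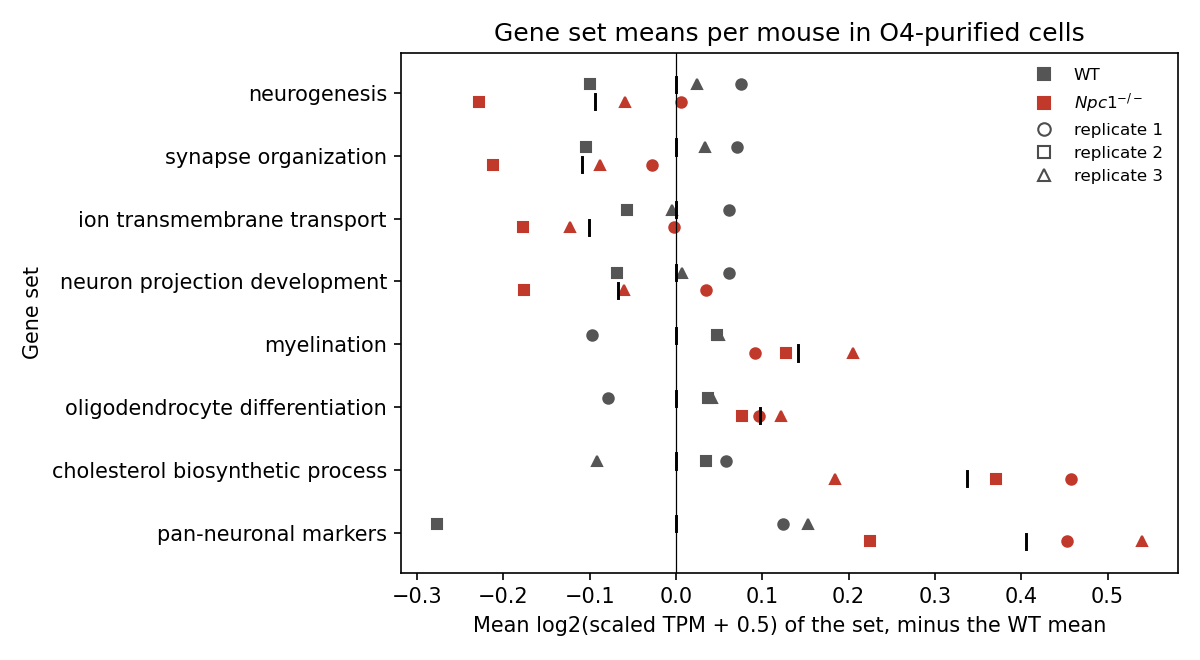
Mean log2(scaled TPM + 0.5) of the genes of each set in each mouse, minus the mean of the 3 WT mice. Points are single mice with the replicate number as the shape, and vertical ticks are the means of 3 mice. The pan-neuronal markers and the myelination, oligodendrocyte differentiation and cholesterol sets are higher in every *Npc1*-/- mouse than in every WT mouse. On TPM as deposited the myelination, oligodendrocyte differentiation and cholesterol sets fall with all genes. With quantile normalization the myelination and oligodendrocyte differentiation sets fall. That method gives each rank the same value in every mouse, which limits any rise of the most abundant transcripts.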

### The histone demethylase inhibitor GSK-J4 rescues oligodendrocyte differentiation in vitro

We next sought to determine whether epigenetic differences were a cause of impaired oligodendrocyte differentiation or merely a consequence. To answer this question, primary OPCs were purified from whole brains of P6 mice using PDGFRα-targeting microbeads. To promote differentiation, these cells were grown on glass coverslips for 4 days in media containing triiodothyronine. Cultured *Npc1*^*−/−*^ OPCs recapitulated the maturation defect identified in the intact mouse brain (Fig. 6). To target epigenetic marks, we treated OPCs with GSK-J4, a well-characterized selective inhibitor of the H3K27 demethylases KDM6A and KDM6B^53^. Immunocytochemistry revealed that treatment of cultured *Npc1*^*−/−*^ OPCs with GSK-J4 increased H3K27me3 compared to control-treated cells (Fig. 6A). Correspondingly, multiple genes associated with neurogenesis that were upregulated in O4-purified cells due to diminished H3K27me3 (Fig. 5F) had reduced expression after treatment with GSK-J4 (Fig. 6B). Moreover, cells were stained for MBP as an assessment of maturation. Treatment of *Npc1*^*−/−*^ OPCs with GSK-J4 rescued cell maturation to wild type levels (Fig. 6C). In contrast, its inactive isomer, GSK-J5, had no effect (Fig. 6C). Neither small molecule altered maturation of WT OPCs in vitro. These data indicate that altered epigenetic regulation and diminished H3K27 methylation are drivers rather than consequences of impaired oligodendrocyte lineage maturation.

**Fig. 6:**
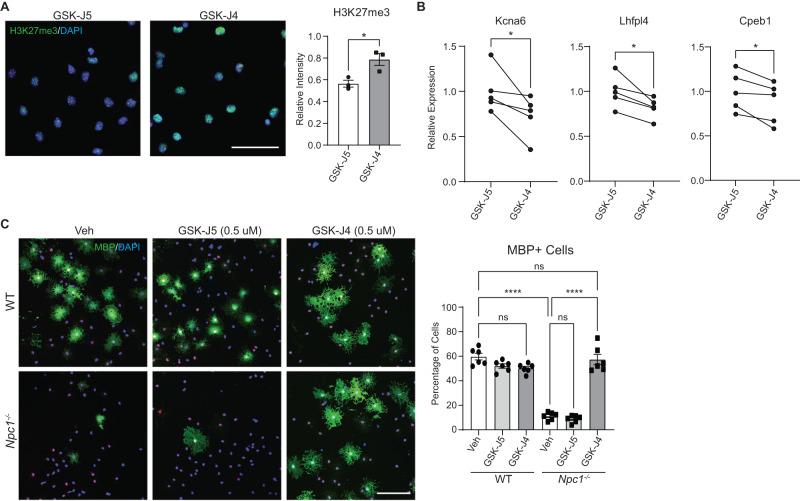
Inhibiting H3K27 demethylase promotes oligodendrocyte differentiation in vitro. Primary OPCs from WT and *Npc1*^*−/−*^ mice were treated with the KDM6A and KDM6B inhibitor GSK-J4 (0.5 µM), the inactive control GSK-J5 (0.5 µM), or DMSO vehicle (Veh) for 4 days. **A** *Npc1*^*−/−*^ cells treated with GSK-J5 or GSK-J4 and stained for H3K27me3 (green) and DAPI (blue). Intensity of H3K27me3 staining was measured relative to WT cells treated with GSK-J5. **B** *Npc1*^*−/−*^ cells were treated with GSK-J5 or GSK-J4, and gene expression was quantified by qRT-PCR relative to cells treated with GSK-J5. Lines connect paired samples from biological replicate cultures. **C** Cells were stained for SOX10 (red) and MBP (green) to assess differentiation. Nuclei stained with DAPI (blue). The percentage of MBP-positive cells is quantified at the right. Scale bars = 50 µM (**A**) and 100 µM (**C**). Data are mean ± SEM (**A**, **C**). n.s. not significant, *p < 0.05, ****p < 0.0001 by two-tailed unpaired Student’s *t*-test (**A**), two-tailed paired Student’s *t*-test (**B**), and one-way ANOVA with Tukey post hoc test and multiple comparisons (**C**). **A** *n* = 3 biological replicates; *t* = 3.510; df = 4; *p* = 0.0247 (**B**) *n* = 5 biological replicates; *t* = 2.782, 3.479, 3.158; df = 4; *p* = 0.0497, 0.0254, 0.0343; (**C**) *n* = 6 biological replicates; *F* = 95.44; df = 5. Source data are provided as a Source Data file.

### The Niemann–Pick C myelination phenotype is a consequence of cholesterol mistrafficking

We sought to determine the role of intracellular lipid trafficking defects in the *Npc1*^*−/−*^ myelination phenotype. Loss of functional NPC1 leads to the lysosomal accumulation of cholesterol plus numerous secondary lipids, including sphingomyelin and complex gangliosides^54–56^. To begin to assess the contribution of these secondary lipid accumulations to the hypomyelination phenotype in *Npc1*^*−/−*^ mice, we evaluated myelination in a mouse model of Niemann–Pick type A disease. These mice are deficient in the gene encoding acid sphingomyelinase (*Smpd1*) and develop progressive neurodegeneration while accumulating sphingomyelin in late endosomes and lysosomes^57,58^. The pathogenic cascade in *Smpd1*^*−/−*^ mice has many similarities with that in *Npc1*^*−/−*^ mice, including the accumulation of secondary lipids, defects in autophagy, lysosomal membrane permeabilization, and cell death^59,60^. Individuals with acid sphingomyelinase deficiency have reduced myelin, and *Smpd1*^*−/−*^ mice show myelin reduction by 4 weeks of age^57,61^. However, in contrast to *Npc1*^*−/−*^ mice, *Smpd1*^*−/−*^ mice did not display dysmyelination at P16 (Supplementary Fig. 6), suggesting that the developmental myelination defect in *Npc1*^*−/−*^ mice results from disruptions in intracellular cholesterol trafficking rather than from sphingolipid accumulation or lysosomal perturbations.

To directly test if mobilizing intracellular cholesterol improves developmental myelination, we treated *Npc1*^−*/−*^ mice with a single intraperitoneal (i.p.) administration of 2-hydroxypropyl-β-cyclodextrin (HPβCD) at P7. HPβCD mobilizes stored cholesterol in NPC1 deficient cells, and a single i.p. administration of HPβCD during development significantly extends the lifespan of NPC1 deficient mice^62,63^. Brains from treated mice were collected at P16 and assessed for myelination. Immunohistochemical imaging showed a widespread increase in MBP staining in *Npc1*^*−/−*^ mice treated with HPβCD compared to those receiving vehicle alone (Fig. 7A). Additionally, HPβCD significantly rescued the loss of OLIG2-positive cells in the corpus callosum of *Npc1*^−*/−*^ mice, suggesting improved cell survival (Fig. 7B). MBP, OLIG2, and SOX10 protein levels increased in Niemann–Pick C mouse forebrains treated with HPβCD compared to those treated with vehicle (Fig. 7C), further supporting the conclusion that HPβCD improved oligodendrocyte cell lineage survival, maturation, and myelination. Correspondingly, qRT-PCR showed that HPβCD partially restored the expression of myelin genes in the forebrain, indicative of an increase in cell differentiation (Supplementary Fig. 7A). Interestingly, improvements in myelination occurred without increased expression of OPC and immature oligodendrocyte marker genes (Supplementary Fig. 7A). Analysis of electron micrographs of the corpus callosum showed that the myelin g-ratio in *Npc1*^*−/*−^ mice was significantly increased compared to WT, signifying thinner myelin sheaths (Fig. 7D). This defect was partially rescued by HPβCD (Fig. 7D). The density of myelinated axons was also significantly diminished in the *Npc1*^−*/−*^ corpus callosum compared to WT (Fig. 7D and Supplementary Fig. 7B). Although there was a trend toward the rescue of this metric by HPβCD, statistical significance was not reached (Supplementary Fig. 7B). Notably, treatment with HPβCD significantly increased H3K27me3 staining of SOX10-positive cells in the corpus callosum (Fig. 7E). This was associated with the rescue of neuronal genes that were found to be epigenetically dysregulated in *Npc1*^*−/−*^ oligodendrocyte lineage cells (Fig. 7F). Together, these data demonstrate that correcting cholesterol homeostasis is sufficient to improve oligodendrocyte lineage epigenetic regulation, differentiation, and myelination in *Npc1*^*−/−*^ mice.

**Fig. 7:**
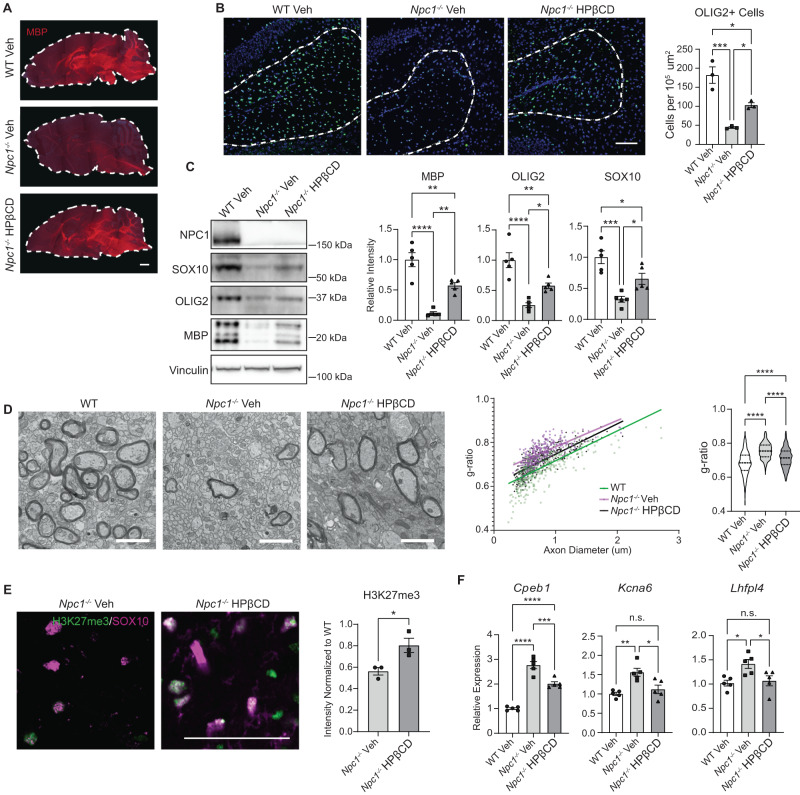
A single injection of 2-hydroxypropyl-β-cyclodextrin rescues myelination defects. Mice were administered 2-hydroxypropyl-β-cyclodextrin (4000 mg/kg, i.p.) (HPβCD) or a vehicle control (saline) (Veh) at P7. Brains were collected and myelination assessed at P16. Dashed line in A indicates the outline of the brain section. Midline sagittal sections were stained for (**A**) MBP (red) and (**B**) OLIG2 (green). Nuclei stained with DAPI (blue). The number of OLIG2+ cells in the corpus callosum (dashed line in **B**) quantified at right. **C** Western blot for SOX10, OLIG2, and MBP from forebrain lysates. Values were normalized to vinculin and relative to WT. Quantified at right. **D** TEM images of the corpus callosum. G-ratios were quantified (right). **E** Midline sagittal sections were stained for H3K27me3 (green) and SOX10 (magenta). Images were captured from the corpus callosum, and the intensity of H3K27me3 within SOX10+ nuclei was quantified (right). **F** Expression of neuronal genes in O4+ cells purified from P16 mice as determined by qRT-PCR. **A** Scale bars = 1000 µm; (**B**) 100 µm; (**D**) 2 µm; (**E**) 100 µm. **A** Experiment was performed on 3 biological replicates per group, all with similar results; dashed lines outline the sagittal brain. **D** Dashed lines in the violin plot indicate quartiles. Data are mean ± SEM. n.s. not significant, *p < 0.05, **p < 0.005, ***p < 0.001, ****p < 0.0001 by one-way ANOVA with Tukey post hoc test and multiple comparisons (**B**–**D**, **F**) or two-tailed unpaired Student’s *t*-test (**E**). **B** *n* = 3 mice; **F** = 27.65; df = 2; *p* = 0.0009 (**C**) *n* = 5 mice; F = 35.97, 22.49, 16.55; df = 2; *p* = <0.0001, <0.0001, 0.0004 (**D**) Linear regression slopes: F = 1.574; df = 2; *p* = 0.2078; Linear regression intercepts: F = 256.9; df = 2; *p* < 0.0001; ANOVA: *n* = 443, 301, 327 axons (from 3 mice per group); F = 128.1; df = 2; *p* = <0.0001 (**E**) *n* = 3 mice; *t* = 3.167; df = 4; *p* = 0.0340 (**F**) *n* = 5 mice; F = 78.24, 10.83, 6.170; df = 2; *p* = <0.0001, 0.0021, 0.0144. Source data are provided as a Source Data file.

### H3K27me3 defects occur in a cell-autonomous manner

Because hypomyelination occurs after *Npc1* deletion in either oligodendrocytes or neurons^30^, we sought to determine if the deficits characterized above occur due to cell-autonomous or non-autonomous pathways. To accomplish this, we used mice with a conditional null allele of *Npc1*^64^. *Npc1* ^*flox/flox*^ mice were crossed with mice heterozygous for an *Npc1* null allele (*Npc1*^*+/−*^) and expressing Cre recombinase under the control of the *Olig2* (oligodendrocyte lineage-specific) or *Syn1* (neuron-specific) promoter. This cross generated experimental (*Cre*+; *Npc1* ^*flox/−*^) and littermate control mice (*Cre*+; *Npc1* ^*flox/+*^). Both *Olig2-Cre; Npc1* ^*flox/−*^ and *Syn1-Cre; Npc1* ^*flox/*−^ mice had reduced density of OLIG2-positive cells in the corpus callosum compared to controls (Supplementary Fig. 8), consistent with established myelination defects.

We next explored if the deficit in H3K27me3 resulted from cell-intrinsic defects or defective neuron-glial interaction. Midline brain sections from P16 mice were co-stained for H3K27me3 and SOX10. SOX10-positive cells in the corpus callosum of *Olig2-Cre; Npc1* ^*flox/−*^ mice had significantly reduced levels of H3K27me3 compared to control mice (Fig. 8A). In contrast, there was no difference in H3K27me3 staining intensity in SOX10-positive cells from *Syn1-Cre; Npc1* ^*flox/−*^ mice compared to controls (Fig. 8B), indicating that this epigenetic defect occurred in a cell-autonomous manner.

**Fig. 8:**
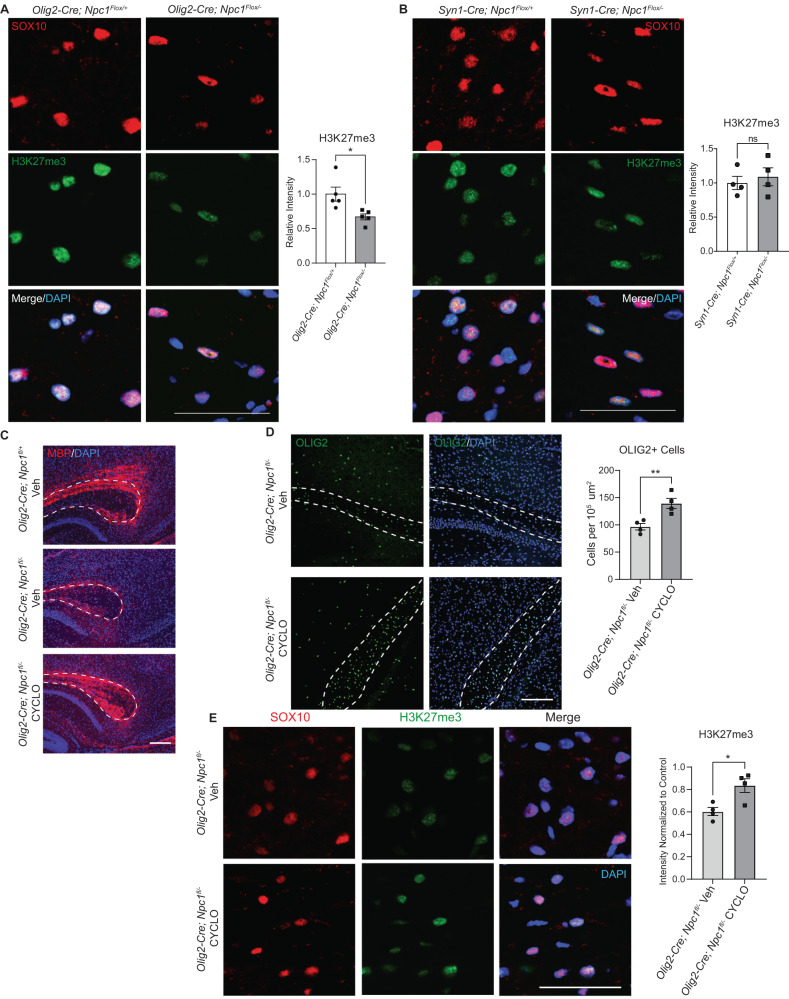
Cell-autonomous defects in H3K27me3 are corrected by 2-hydroxypropyl-β-cyclodextrin. H3K27me3 staining (green) was performed on sagittal brain sections from (**A**) *Olig2-Cre;Npc1*^*fl/+*^ and *Olig2-Cre;Npc1*^*fl/−*^ or (**B**) *Syn1-Cre;Npc1*^*fl/+*^ and *Syn-Cre;Npc1*^*fl/−*^ mice at P16. Sections were co-stained for SOX10 (red) and DAPI (blue). Images were taken from the corpus callosum, and H3K27me3 intensity within SOX10 + cells was quantified relative to control. **C**–**E** *Olig2-Cre;Npc1*^*fl/+*^ and *Olig2-Cre;Npc1*^*fl/−*^ mice were administered 2-hydroxypropyl-β-cyclodextrin (4000 mg/kg, i.p.) (HPβCD) or a vehicle control (saline) (Veh) at P7. Brains were collected at P16. Sagittal sections were stained for (**C**) MBP (red), (**D**) OLIG2 (green), and (**E**) H3K27me3 (green). DAPI is in blue. Dashed lines outline the corpus callosum. The experiment in (**C**) was done on 3 biological replicates per group, all with similar results. OLIG2+ cells in the corpus callosum were quantified normalized to area (**D**). H3K27me3 intensity in SOX10+ (red) cells of the corpus callosum were quantified relative to *Olig2-Cre;Npc1*^*fl/+*^ mice treated with vehicle (**E**). Scale bars = 50 µm (**A**, **B**, **E**), 200 µm (**C**), and 150 µm (**D**). Data are mean ± SEM. n.s. not significant, *p < 0.05, **p < 0.005 by two-tailed unpaired Student’s *t*-test. **A** *n* = 5 mice; *t* = 2.968; df = 8; *p* = 0.0179; (**B**) *n* = 4 mice; *t* = 0.5540; df = 6; *p* = 0.5996 (**D**) *n* = 4 mice; *t* = 3.826; df = 6; *p* = 0.0087; (**E**) *n* = 4 mice; *t* = 3.274; df = 6; *p* = 0.0170. Source data are provided as a Source Data file.

Finally, we treated *Olig2-Cre; Npc1* ^*flox/−*^ mice with HPβCD at P7 to determine if HPβCD acts directly on oligodendrocytes to improve H3K27me3. At P16, *Olig2-Cre; Npc1* ^*flox/−*^ mice treated with HPβCD demonstrated rescue of MBP staining (Fig. 8C), increased OLIG2-positive cells in the corpus callosum (Fig. 8D), and increased intensity of H3K27me3 staining in SOX10-positive cells compared to vehicle-treated controls (Fig. 8E). Together, these data show that HPβCD acts directly on oligodendrocytes to correct H3K27me3 deficits.

## Discussion

Here, we identify cell types that are affected early in the *Npc1*^*−/−*^ mouse brain and gain insights into the pathogenesis of Niemann–Pick Disease type C. We demonstrate striking changes in oligodendrocyte lineage cells that appear as animals age from P6–P16, a period of developmental myelination. While the *Npc1*^−*/−*^ oligodendrocyte lineage appears similar to WT at P6, a timepoint that precedes myelin formation, significantly reduced numbers of OLIG2-positive cells are present by P9 as a result of cell death. We suggest that this cell death is the result of stalled differentiation and maturation, as previous studies have shown that during development, oligodendrocytes that do not form myelin undergo cell death^38^. Defects in the oligodendrocyte lineage culminate at P16 in a phenotype characterized by robust alterations in gene expression, diminished numbers of immature and myelinating oligodendrocytes, and a loss of myelin proteins. These data indicate an essential role for the cholesterol transport protein NPC1 in normal oligodendrocyte lineage maturation, observations that complement prior studies demonstrating the importance of cholesterol bioavailability as rate-limiting for developmental myelination^12,13^. However, how cholesterol impacts oligodendrocyte differentiation and myelination has remained poorly understood.

Unanticipated insights into this process and the role of NPC1 in oligodendrocyte maturation come from the analysis of snRNA-seq data, which demonstrate the significant upregulation of genes associated with neurogenesis, ion transport, and synapse formation in *Npc1*^*−/−*^ oligodendrocyte lineage cells. These genes are typically silenced as a requisite step in oligodendrocyte lineage maturation by the repressive epigenetic marks H3K9me3 and H3K27me3^44^. These marks are selectively lost in the *Npc1*^*−/−*^ oligodendrocyte lineage but not in other cell types. Here, we have focused on the deficit in H3K27me3, as it appeared prior to the reduction in H3K9me3 and may be upstream. The transcriptional abnormalities we detected are seen in OPCs and immature oligodendrocytes as well as myelinating oligodendrocytes. This is noteworthy as recent studies demonstrate that cholesterol homeostasis plays an important role beyond oligodendrocyte development and impacts myelin maintenance into adulthood^65^. Thus, Niemann–Pick Type C provides a notable example of a developmental and degenerative nervous system disorder characterized by histone modification defects specific to the oligodendrocyte lineage that impact myelination.

We previously demonstrated that deletion of *Npc1* in either oligodendrocytes or neurons leads to dysmyelination, suggesting cell-autonomous and non-autonomous pathways contribute to the myelin phenotype^30^. Based on data presented here, we conclude that the H3K27me3 defect occurs in a cell-autonomous fashion, as the phenotype is present in *Olig2-Cre; Npc1*^*flox/−*^ mice, but not in *Syn1-Cre; Npc1*^*flox/−*^ mice. Furthermore, primary OPCs deficient in NPC1 recapitulate this maturation defect in vitro in the absence of neurons, and treatment with the histone demethylase inhibitor GSK-J4 rescues this phenotype. Notably, diminished H3K27me3 tightly correlates with the observed decrease in expression of the histone methyltransferase EZH2.

In NPC1-deficient mice, hypomyelination is severe in the forebrain but is more modest in the cerebellum, brainstem, and spinal cord^30–32^, suggesting that oligodendrocytes that originate from different progenitor cell pools may have varying susceptibility to a lack of exogenous cholesterol. This pattern is also seen in our data, where diminished oligodendrocyte numbers and reduced H3K27me3 are seen in the corpus callosum but not in the cerebellar white matter. Interestingly, it was recently shown that cholesterol biosynthesis is one of the main pathways distinguishing oligodendrocyte lineage cells that originate in the forebrain from those that originate in the spinal cord^66^. The cells in the forebrain have lower cholesterol biosynthetic enzyme expression than cells in the spinal cord. This is coupled with increased expression of proteins associated with cholesterol endocytosis in forebrain cells^66^. These differences in cholesterol homeostasis may contribute to the sensitivity of forebrain oligodendrocyte lineage cells to NPC1 deficiency.

Our experimental evidence supports a model in which defective intracellular cholesterol trafficking underlies impaired oligodendrocyte lineage maturation due to NPC1 deficiency. The role of cholesterol in this process is suggested by data showing that *Npc1*^*−/−*^ but not *Smpd1*^*−/−*^ mice exhibit dysmyelination at P16. Further evidence comes from experiments with the cholesterol-mobilizing agent HPβCD. Partial rescue of myelination defects in *Npc1*^−*/−*^ mice is achieved by a single i.p. administration of HPβCD at P7. While this treatment is known to significantly extend the lifespan of *Npc1*^*−/−*^ mice, the mechanism underlying this effect has been incompletely understood. We argue that the rescue of oligodendrocyte maturation significantly contributes to this beneficial effect. Treatment of *Olig2-Cre; Npc1* ^*flox/−*^ mice with HPβCD leads to improved H3K27me3 and myelination, suggesting that HPβCD acts directly on oligodendrocytes. Notably, previously published data demonstrate that *Npc1*^*−/−*^ mice receiving a single i.p. administration of HPβCD complexed with allopregnanolone at P7 live markedly longer than mice injected just 3 days later at P10^67^. This differential treatment efficacy during a narrow developmental window correlates with the timing of the peak oligodendrocyte lineage cell death in *Npc1*^*−/−*^ mice demonstrated here.

Several mechanisms may link intracellular cholesterol trafficking defects to epigenetic dysregulation. In addition to its buildup in the lysosome, cholesterol accumulates in the mitochondria of NPC1 deficient cells, causing mitochondrial dysfunction and impaired energy metabolism^68–72^. The TCA metabolite α-ketoglutarate serves as a cofactor for Jumanji family of histone lysine demethylases, providing a link between metabolism and epigenetic regulation^73^. Additionally, acetyl-CoA, which is decreased in the brains of *Npc1*^*−/−*^ mice, acts as an enhancer of histone deacetylase activity^69,74–76^ to influence gene expression. This mitochondrial dysfunction may also contribute to increased production of reactive oxygen species, as signs of increased oxidative stress have been reported in tissues from NPC1-deficient mice, as well as in human patients^72,77^. 

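In the bulk RNA-seq of O4-purified cells, the genes of the mTORC1 subunits and *Tfeb* were examined as a list fixed in advance. The subunits were the kinase *Mtor* and its partners *Rptor*, *Mlst8*, *Akt1s1* and *Deptor*. None of these 6 genes was differentially expressed between *Npc1*-/- and WT mice. Over all genes the adjusted p by limma ranged from 0.214 for *Akt1s1* to 0.924 for *Mtor*, and with the replicate number as a block (correlation of same-numbered samples 0.267) from 0.135 to 0.886. Adjusted over the 6 genes alone, the smallest p was 0.233, by limma. *Akt1s1* (ENSMUSG00000011096, chromosome 7 of GRCm38, 44848991 to 44855421), which *Tbc1d17* overlaps on the other strand, had a scaled TPM of 62.3 ± 3.01 (SD, n = 3) in WT and 71.3 ± 2.23 (SD, n = 3) in *Npc1*-/-, a log2 fold change of 0.19 (standard error 0.08). Every *Npc1*-/- sample lay above every WT sample for *Akt1s1* and for *Mlst8* (log2 fold change 0.13, adjusted p = 0.457 by limma), with an exact permutation p of 0.1 each. *Rptor* (ENSMUSG00000025583, chromosome 11, 119602905 to 119899576) fell by 0.20 on the log2 scale (standard error 0.10, adjusted p = 0.284 by limma), with every *Npc1*-/- sample below every WT sample (exact permutation p = 0.1). *Tfeb* (ENSMUSG00000023990, chromosome 17, 47737030 to 47792419) had 34.3 ± 1.14 (SD, n = 3) in WT and 32.1 ± 3.76 (SD, n = 3) in *Npc1*-/-, a difference smaller than the spread between the mutant mice (log2 fold change −0.10, standard error 0.10, adjusted p = 0.641 by limma). On TPM as deposited, *Akt1s1* and *Mlst8* changed direction (log2 fold changes of −0.18 and −0.22) because all genes shifted down there. Transcript levels of these genes do not measure mTORC1 or TFEB activity, which was not examined here. The pathway analysis behind Supplementary Fig. 9 was not analysed here.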

Additionally, cholesterol bioavailability has been shown to affect signaling cascades that influence myelination and oligodendrocyte maturation, including mTORC1 and TFEB activity as well as kinase cascades^78–83^; iPathway analysis of differentially expressed genes in purified O4+ cells nominates several of these as potential contributors to the phenotype of *Npc1*^*−/−*^ mice (Supplementary Fig. 9). Future studies will be aimed at linking alterations in these pathways with the epigenetic changes and disruptions of oligodendrocyte maturation that characterize the Niemann–Pick brain.

In summary, our findings identify an important role for NPC1 in oligodendrocyte lineage maturation and developmental myelination that is manifested through the epigenetic cascade required for this process. Moreover, we demonstrate unexpected impacts of Niemann–Pick C therapeutics on this pathway and suggest that this rescue contributes to beneficial effects in *Npc1*^*−/−*^ mice. Our data broaden the target cells in the Niemann–Pick brain that contribute to disease phenotypes and that are amenable to rescue, and they provide insights into mechanisms by which intracellular cholesterol bioavailability regulates myelination.

## Methods

### Antibodies

#### Primary antibodies

The following primary antibodies (antigen [clone], dilution, vendor, cat. no.) were used for these studies: NPC1 [EPR5209], 1:500, Abcam, ab134113; NeuN [A60], 1:500, MilliporeSigma, MAB377; Ki67 [polyclonal], 1:200, Abcam, ab15580; Vinculin [hVIN-1], 1:2000, MilliporeSigma, V9131; Neurofilament [N52], 1:500, MilliporeSigma, MAB5266; H3K27me3 [C36B11], 1:200 [IF], 1:1000 [WB], Cell Signaling Technologies, 9733 S; H3K9me3 [D4W1U], 1:200 [IF], 1:1000 [WB], Cell Signaling Technologies, 13969 S; Histone H3 [96C10], 1:2000, Cell Signaling Technologies, 3638 S; MBP^12^, 1:100 [IF], 1:500 [WB], Abcam, ab7349; OLIG2 [polyclonal], 1:500 [IF], 1:1000 [WB], MilliporeSigma, AB9610; SOX10 [SP267], 1:400, Abcam, ab227680; SOX10 [A-2], 1:200, Santa Cruz Biotechnology, sc-365692; H3K27me3 [polyclonal], ActiveMotif, cat. #39155; H3K27ac [polyclonal], ActiveMotif, cat. #39133.

#### Secondary antibodies

The following secondary antibodies (antigen, dilution, vendor, cat. no.) were used: goat anti-rabbit IgG (H + L)-HRP conjugate, 1:2000, Bio-Rad, 1706515; goat anti-mouse IgG (H + L)-HRP conjugate, 1:2000, Bio-Rad, 1706516; anti-rat IgG HRP conjugated, 1:2000, R&D Systems, HAF005; Alexa Fluor 488 goat anti-rat IgG (H + L), 1:500, Invitrogen, A11006; Alexa Fluor 594 goat anti-rat IgG (H + L), 1:500, Invitrogen, A11007; Alexa Fluor 594 goat anti-mouse IgG (H + L), 1:500, Invitrogen, A11032; Alexa Fluor 488 goat anti-rabbit IgG (H + L), 1:500, Invitrogen, A11008.

### Mice

*Npc1*^*nih*^ BALB/cJ mice were obtained from Jackson Laboratories (#003092) and backcrossed to C57BL6/J for at least 10 generations. *Npc1*^*−/−*^ mice were generated as F1 hybrids by crossing *Npc1*^*+/−*^ mice on BALB/cJ and C57BL6/J backgrounds. This hybrid cross allowed for the restoration of Mendelian frequency of *Npc1*^*−/−*^ mice^84^. Genotyping was performed as previously described^64^. *Smpd1*^*−/−*^ mice were maintained on the C57BL6/J background. Genotyping was done as described by ref. ^58^. Floxed-*Npc1*^64^, *Syn1-Cre* (003966, Jackson Labs), and *Olig2-Cre* (025567, Jackson Labs) mice were maintained on the C57BL6/J background. Male *Npc1*^*flox/flox*^ mice were crossed with female *Cre*+; *Npc1*^*+/−*^ mice to generate experimental groups. Lox/Cre mice were genotyped as previously described^64^. Littermate mice were genotyped prior to use in experiments. Approximately equal numbers of male and female mice were used in these studies. All animal procedures were approved by the University of Michigan Committee on the Use and Care of Animals (PRO00010017). Mice were housed in a 12-h dark/light cycle, in a facility with an ambient temperature ranging from 20.6–23.9 °C and a humidity between 30–70%.

### Purification of mouse primary OPCs by magnetic-activated cell separation (MACS)

OPCs were purified from whole mouse brains at P6 (for cell culture) or P16 (for histone extraction, western blot, and genetic analyses). OPC isolation was performed using reagents from Miltenyi Biotec (Auburn, CA) following manufacturer instructions. Briefly, mice were deeply anesthetized using ice (P6 mice) or isoflurane (P16) and their brains were removed. Brains were dissociated into single cell suspensions using the Neural Tissue Dissociation Kit (cat. 130-092-628) and gentleMACS Octo Dissociator (130-095-937). Dissociated cells were passed through a 70um cell strainer, then washed and resuspended in MACS buffer (0.5% bovine serum albumin in phosphate-buffered saline). Cells were incubated on ice with an Fc blocking reagent (130-092-575) for 10 min, followed by microbeads targeted to O4 (130-094-543) or PDGFRα (130-101-502) for 15 min. Cells were then run through LS columns (130-042-401) and washed 3X with MACS buffer. The flow through cells were pelleted and flash frozen. Purified OPCs were flushed from the column with a MACS buffer. OPCs were counted, pelleted, and either flash frozen or resuspended in media and plated for culture.

### OPC culture and differentiation

Mice were anesthetized on ice and decapitated. Primary OPCs were isolated from P6 mouse brains by MACS using PDGFRα microbeads as described above. Cells were plated onto 15 mm PDL-coated cover glass at a density of 5 × 10^4^ cells per cover glass. Cells were plated in OPC media (50 µg/mL insulin, 1% N2 supplement, 2% B27 supplement, 1% pen/strep, 0.1% BSA, 40 ng/mL FGF2, 20 ng/mL PDGF-AA in DMEM-F12) and allowed to settle on the cover glass for 3 h and media was then replaced with fresh OPC medium. After 24 h, OPC media was replaced with differentiation medium (50 µg/mL insulin, 1% N2 supplement, 2% B27 supplement, 1% pen/strep, 40 ng/mL triiodothyronine (T3) in DMEM-F12) containing either GSK-J4 (0.5 µM), GSK-J5 (0.5 µM), or DMSO. Differentiation medium was replaced every 2 days. Cells were fixed and stained after 4 days in differentiation medium.

### Acid extraction of histones

Histones were extracted as described by ref. ^85^. Briefly, frozen cell pellets were lysed in hypotonic lysis buffer (10 mM Tris HCl pH8.0, 1 mM KCl, and 1.5 mM MgCl2, protease inhibitor and phosphatase inhibitor, Sigma-Aldrich) for 30 min. Sulfuric acid (0.4 N) was added, and samples were incubated overnight at 4 °C with rotation. Samples were centrifuged at 16,000 g for 10 min, supernatants were collected, and proteins were precipitated in 33% trichloroacetic acid. Histones were washed with acetone and resuspended in deionized water. Protein concentrations were measured with a Pierce^TM^ BCA Protein Assay Kit (Thermo Fisher 23227).

### Western blot

Mice were anesthetized with isoflurane and perfused with saline before tissues were collected and flash frozen in liquid nitrogen. Tissues were homogenized and sonicated in RIPA buffer containing HALT protease-phosphatase inhibitor (Thermo Fisher 78430) and 0.625 mg /mL N-ethylmaleimide (Sigma E3876). Protein concentrations were determined by DC-protein assay (BioRad) and normalized. Proteins were separated on NuPAGE 4–12% Bis-Tris Protein Gels (Thermo Fisher NP0336BOX) and transferred to Immobilon-P PVDF (0.45-μm pore size, Merck Millipore). Immunoreactivity was detected with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher) and an iBright (Thermo Fisher). Images were quantified on ImageJ, with band intensity being normalized to the indicated loading control.

### Immunocytochemistry

Cells were washed three times with PBS and fixed with 4% PFA for 20 min at room temperature. Cells were washed 3X with PBS, permeabilized with 0.1% triton for 20 min, and then placed in blocking buffer (10% goat serum, 1% BSA in PBS) for 1 h. Cells were incubated with primary antibody in blocking buffer overnight at 4 °C. Slides were washed 3X with PBS and incubated with secondary antibody diluted in blocking buffer for 1 h at room temperature. Slides were washed 3X with PBS and mounted using Vectashield plus DAPI (Vector Laboratories).

### Immunohistochemistry

For tissue preparation, mice were anesthetized with isoflurane and perfused with saline followed by 4% PFA. Tissues were isolated and post-fixed in 4% PFA overnight at 4 °C. Tissues were transferred to 30% sucrose at 4 °C for 48 h before being frozen in O.C.T. (Tissue-Trek). Sections were cut at 10 µm using a Leica CM1900 cryostat and adhered to slides. Slides were incubated in a solution of 0.1% Triton, 10% goat serum, and 1% BSA for 30 min. Slides were placed in blocking buffer (10% goat serum, 1% BSA in PBS) for an additional 30 min before incubating in primary antibody diluted in blocking buffer overnight at 4 °C. For histone stains, blocking buffer included the addition of 0.1% Triton. Slides were washed 3X in PBS and incubated with secondary antibodies diluted in a blocking buffer for 1 h at room temperature. Slides were then washed 3X with PBS and mounted with Vectashield plus DAPI (Vector Laboratories)

### Microscopy

Confocal images were captured using a Nikon N-SIM + A1R microscope. Three images were quantified and averaged for each sample. For histone methylation quantifications, the intensity of histone methylation staining was only measured in cells staining positive for SOX10 or NeuN. The intensity for all cells across 3 images were averaged for each biological replicate. All quantifications were done using an unbiased pipeline in CellProfiler Analyst Software. Whole brain sagittal sections were captured and stitched together using a Zeiss Axio Imager Z1 microscope with an automated stage.

### ChIP-seq

ChIP-seq was performed on O4-microbead-purified cells from P16 WT and *Npc1*^*−/−*^ mice. Mice were anesthetized with isoflurane and decapitated. Cells were purified by MACS as described above. Cells were collected from six mice of each genotype and pooled together for one ChIP-seq run. Chromatin preparation and ChIP-Seq analysis were performed by Active Motif, Inc. using 4 µg the antibodies against H3K27me3 (ActiveMotif, cat. #39155) and H3K27ac (ActiveMotif, cat. #39133). For H3K27me3 samples, *Drosophila melanogaster* DNA was added as a minor fraction to standardize reactions using an antibody recognizing the *Drosophila*-specific histone variant H2Av.

The 75-nt sequence reads generated by Illumina sequencing were mapped to the mouse genome using the BWA algorithm with default settings. Only reads that passed the Illumina purity filter, aligned with no more than two mismatches, and mapped uniquely to the genome were used in subsequent analysis. Duplicate reads were also removed. For H3K27me3 samples, the number of test tags were normalized by the same number of *Drosophila* tags for each sample. For H3K27ac samples, the tag number of all samples was normalized to the number of tags present in the smallest sample. Alignments were extended in silico at their 3’-ends to a length of 200 bp, which corresponds to the average fragment length in the size-selected library, and assigned to 32-nt bins along the genome. The resulting data was stored in bigWig files. MACS2^86^ and SICER^87^ were used to call peaks, and average profile for tag distributions were generated using ngsplot v2.61. Integrated Genomics Viewer (IGV, Broad Institute) was used to display H3K27me3 and H3K27ac traces from pooled bigWig files.

### Bulk RNA-seq

RNA was collected from O4-microbead-purified cells using RNeasy Micro Kit (Qiagen 74004) following the manufacturer’s instructions. cDNA was prepared from 3 biological replicates from each group using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490) and xGen Broad-range RNA Library Prep (IDT, 1009813) with xGen Normalase UDI Primers (IDT). This pool was subjected to 151 bp paired-end sequencing according to the manufacturer’s protocol (Illumina NovaSeq). BCL Convert Conversion Software v3.9.3 (Illumina) was used to generate de-multiplexed Fastq files. Raw reads were trimmed with bbduk^88^, and the quality of the trimmed reads was evaluated with FastQC v0.11.9^89^ and MultiQC v1.12^85^. The trimmed reads were then mapped to the mouse reference genome (GRCm38) using the STAR aligner v2.7.9a^90^, and the quality of the alignments was evaluated with MultiQC. The alignment options were adjusted to improve the percentage of reads mapping uniquely to the reference. Next, featureCounts^91^ was used to assign count estimates to the genes, and MultiQC was used again to evaluate the quality of the resulting gene by sample count matrix. 

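On the log2(scaled TPM + 0.5) values of the genes tested, centred and not scaled, the first principal component of the 6 samples of O4-purified cells held 37.0% of the variance and the second 28.0%. The first component separated the genotypes but also fell with the replicate number within each. On it, WT replicates 1, 2 and 3 lay at 35.5, 19.6 and 8.88, and *Npc1*-/- replicates 1, 2 and 3 at −7.12, −25.3 and −31.5. The second followed the replicate number in both genotypes, from 7.89 over −9.04 to −24.5 in WT replicates 1, 2 and 3 and from 34.6 over 12.7 to −21.7 in *Npc1*-/- replicates 1, 2 and 3. On TPM as deposited the first component held 58.0% of the variance.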

The dimensionality of the count matrix was reduced to two principal components with Principal Components Analysis (PCA)^92^.

Before running Differential Expression (DE) analysis, genes that had less than ten counts across all samples were removed. DE analysis was then performed with the DESeq2 library^93^ with default settings in R to determine differentially expressed genes, with the condition variable as the main factor within the design formula. The results were filtered to obtain the differentially expressed genes with an adjusted *p* < 0.05 and |log_2_(fold-change)| ≥0.1. In addition to the results table, volcano plots were constructed to quickly identify statistically significant genes with a large magnitude of change between conditions. 

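In the deposited TPM values, the limit on the fold change removed no gene: the smallest absolute log2 fold change of a gene with an adjusted p below 0.05 by limma was 0.51. The adjusted p therefore set the number of differentially expressed genes. That number changed as follows with the estimate of the variance, the pseudocount and the filter on expression. Without the trend in the variance 42 genes passed, with robust estimation 117, with a pseudocount of 0.1 or of 1 in place of 0.5 127 in each case, and with genes of a mean TPM of at least 5 alone 447. Without any filter on expression, 28469 genes were tested and 21 passed. Larger numbers came with the replicate number as a block (2011 genes) and with TPM not divided by size factors (924).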

Gene Ontology (GO) enrichment analysis was run on DE genes using Fisher’s exact test from the topGO library^94^ in R. iPathway analysis was performed by Advaita Corporation.

### Single-nucleus RNA-seq

Mice were euthanized with isoflurane followed by decapitation. Brains were collected from three P16 mice from each genotype (WT and *Npc1*^*−/−*^), and the forebrain was dissected and flash frozen in liquid nitrogen. Nuclei were isolated using a protocol adapted from ref. ^95^. Forebrains were homogenized using a glass Dounce tissue grinder (25X with pestle A and 25X with pestle B) in 2 mL of EZ PREP buffer (Sigma NUC-101). Homogenized tissues were incubated on ice for 5 min with an additional 2 mL of EZ PREP. Nuclei were pelleted by centrifuging at 500 g for 5 min at 4 °C. Nuclei were washed with 4 mL EZ PREP and incubated on ice for an additional 5 min. Nuclei were centrifuged again and washed in 4 mL of nuclear suspension buffer (0.01% BSA, RNase inhibitor [Takara 2313 A]), followed by centrifugation for 5 min at 500 g. The nuclear pellet was resuspended in 1 mL of nuclear suspension buffer before filtering through a 35 µM cell strainer (Corning 352235) and counted. Nuclei were diluted to a final concentration of 800–1500 cells/µL. Single-nucleus libraries were generated using the 10X Chromium Controller system. Libraries were sequenced using an Illumina NovaSeq 6000.

The STARsolo aligner v2.7.9a^96^ was used to generate an index to the mouse reference genome (GRCm38) and to align the fastq files from each sample. The quality of the alignments was assessed with MultiQC v1.12^89^. After alignment, the following cell filters were applied to the resulting count matrix for each sample. Cells with minimal total UMI counts were removed with the EmptyDrops methodology^97^ and the nExpectedCells parameter was adjusted to 10,000 cells to increase the total number of cells retained per sample. Multiplets were identified and removed with DoubletFinder^98^ using the default parameters. The percentage of reads within each sample aligning to mitochondrial-encoded genes was examined employing violin plots with the ggplot2 library version 3.3.6^99^ in R, and a consistent threshold of 0.10 was identified across samples to remove cells exhibiting high mitochondrial gene expression (Supplementary Fig. 10). Finally, genes expressing less than a total of ten UMI counts across all cells were removed. Density plots for the total UMI counts and total unique gene counts per sample were constructed to examine the effects of cell filtering (Supplementary Fig. 10).

After applying all cell and gene quality control filters, the Adaptively-thresholded Low-Rank Approximation (ALRA) algorithm^100^ was utilized to impute dropout events. After imputation, the Seurat v4.1.0 library^101^ in R was employed to run log-normalization on the matrix with a default scale factor of 10,000. The top 3000 variable features were then identified utilizing the FindVariableFeatures function in Seurat with default parameters. The ScaleData function in Seurat was used to center each gene’s expression values by subtracting the average expression and scale the gene’s expression values by dividing the centered values by their standard deviations. Both Principal Component Analysis (PCA)^92^ and Uniform-Manifold Approximation Projection (UMAP)^102^ dimensionality reduction techniques, with varying parameter specifications, were employed using the RunPCA and RunUMAP functions in Seurat before clustering. A shared nearest neighbor (SNN) graph was constructed with differing numbers of principal components using the FindNeighbors function. The FindClusters function was run to identify cell clusters with varying specifications for the resolution parameter. The cell clusters were then visualized with scatterplots for *Npc1*^−/−^ and WT samples separately using the UMAP projections and ggplot2 library.

Differential expression (DE) analysis was then performed with the Seurat FindMarkers function, which employs a Wilcoxon rank-sum test^103^ iteratively between each cell cluster and all other cells. A dot plot was created with the ggplot2 library to view the normalized and scaled expression of previously determined cell type marker genes^34–36,43^ and the top three DE marker genes within each cell cluster (Fig. 1B). A heatmap was also created with ggplot2 to view the expression of the marker genes within each cell cluster (Supplementary Fig. 1). Cell type labels were assigned manually to each cluster based on the exploration of the results from the DE analysis and dot plot visualization. Following cell typing, the FindMarkers function was applied again, with the Wilcoxon rank-sum test, to run a DE analysis between *Npc1*^−/−^ and WT samples within each cell type independently. Genes within each cell type were identified as being differentially expressed between conditions if they had an adjusted *p* < 0.05 and |log_2_(fold-change)| ≥0.5. Gene Ontology (GO) enrichment analysis was run on DE genes using Fisher’s exact test from the topGO library^94^ in R. Differential Abundance (DA) analysis was performed for each cell type cluster between the WT and Npc1^−/−^ samples using the propeller function^104^ in R to identify statistically significant differences in the proportion of cell types between conditions.

### TUNEL assay

Paraffin-embedded tissues were cut on a Reichert-Jung 2030 microtome into 10 μm sections and placed on Thermo Scientific Superfrost Plus microscope slides. Sections were adhered onto slides in an oven at 55–60 °C for 1 h. Samples were deparaffinized and stained using a Click-iT^TM^ Plus TUNEL Assay Kit (Thermo Fisher C10618) following the manufacturer’s instructions. Slides were washed 3X with PBS and mounted with Vectashield plus DAPI (Vector Laboratories).

### qRT-PCR

RNA was collected from cells or tissues using TRIzol® (Thermo Fisher) following the manufacturer’s instructions. RNA was converted to cDNA using the High Capacity Reverse Transcription kit (Applied Biosystems 4368814). Quantitative real-time PCR was performed in technical triplicates using 20 ng of cDNA. TaqMan^TM^ probes (Thermo Fisher) targeting mouse *Sox10* (Mm00569909), *Olig2* (Mm01210556), *Mbp* (Mm01266402), *Smoc1* (Mm00491564), *Plp1* (Mm01297210), *Cspg4* (Mm00507257), Enpp6 (Mm00624107), *Dusp15* (Mm00521352), *Cpeb1* (Mm01314928_m1), *Kcna6* (Mm00496625_s1), *Lhfpl4* (Mm00625122_m1) and *Cpsf2* (Mm00489754) were used. RT-qPCR was conducted using an ABI7900HT Sequence Detection System and relative expression was calculated by the 2^(-∆∆CT) method, with *Cpsf2* being used as a control for normalization.

### 2-hydroxypropyl-β-cyclodextrin treatment

P7 mice were given a single i.p. injection of 2-hydroxypropyl-β-cyclodextrin (20% in saline) at a dose of 4000 mg /kg as previously described^59,62^. Some mice received injections of saline alone as a vehicle control. Mice were anesthetized with isoflurane and perfused with saline alone (tissues used for western blot or qRT-PCR) or saline followed by 4% PFA (tissues used for immunohistochemistry). Brains were collected from injected mice at P16 for analysis.

### Electron microscopy

Mice were anesthetized with isoflurane and perfused with 0.9% normal saline followed by 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer. The corpus callosum was removed and post-fixed in perfusion solution overnight, followed by fixation in 1% osmium tetroxide solution for 1 h at room temperature. After dehydration, tissues were embedded in epoxy resin. For transmission electron microscopy, ultrathin sections were cut, and images were captured on a JEOL JEM-1400 Plus LaB6 TEM imaging system at 3000 magnification. ImageJ was used to measure the area within the inner (area^in^) and outer (area^out^) rims of each myelin sheath. Axon caliber was derived from the area^in^, where caliber = 2r and area^in^ = πr^2^. G-ratios were calculated as area^in^area^out^. The g-ratios for at least 100 axons per sample were calculated.

### Statistical analysis

GraphPad Prism 9.0 was used to determine significance (*P* < 0.05), *F* (F-statistic) and *t* (T-statistic) values. Unpaired Student’s *t*-test (2 tailed) and one-way or two-way ANOVA were used as indicated in the figure legends. A *P* value less than 0.05 was considered significant. All error bars are +/− SEM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The data and materials supporting the findings of this study are available from the corresponding authors upon request. The raw ChIP-seq, snRNA-seq, and bulk RNA-seq data have been deposited in the GEO database under the series accession code GSE221610. Sequence alignment was done using the mouse reference genome GRCm38 [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The cholesterol transporter NPC1 is essential for epigenetic regulation and maturation of oligodendrocyte lineage cells
**Source:** Nat Commun. 2023 Jul 5;14:3964. doi: 10.1038/s41467-023-39733-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of additional supplementary files**

Supplementary Data 1 : Differentially expressed genes for the oligodendrocyte lineage from snRNA-seq. Fold change is expression in Npc1<sup>-/-</sup> cells relative to WT.

Supplementary Data 2 : GO analysis in oligodendrocyte lineage cells. GO: Biological Process was performed on the differentially expressed genes detected by snRNA-seq.

How the deposited data were processed for this re-analysis (not part of the article)

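RNA from O4-microbead-purified cells of whole brains of P16 mice was compared between 3 WT and 3 *Npc1*-/- mice. The condition and the replicate number of each sample were taken from the sample labels, which name the genotype, and from the methods, which give 3 biological replicates per group. The authors trimmed reads with bbduk, mapped them to GRCm38 with STAR, assigned them to genes with featureCounts and called differential expression with DESeq2. They deposited TPM (transcript abundance scaled to the same total in every sample, with 2 decimals) and FPKM (fragments per kilobase, scaled to library size) for 55492 genes. The authors' FPKM values are their TPM values times a factor per sample, the same for every gene to within 0.0233%. How the authors made TPM and FPKM from the fragments per gene, and whether they used the strand, is not described in the methods. In genes with a single transcript, low FPKM values were fitted to whole multiples of the worth of 1 fragment. The best fit reduced the transcript length by a fragment length of 240 or 250 bases. The values were therefore taken to rest on such reduced, or effective, lengths. How good the fit is without a reduction is not given here.
Depth per sample was found from those steps by trying a grid of library sizes and fragment lengths, over transcripts of 350 to 1500 bases and FPKM of at least 0.03. On 3 simulated samples whose known depths lie on that grid the largest error was 0%. For a transcript with an effective length of 1000 bases, 1 fragment is worth between 0.0199 and 0.0248 FPKM at the depths found, near the 2 decimals that the values keep. The errors given are the spread between mice. Whole fragments could not be recovered for genes with several transcripts, so no test for counts was run.
TPM was divided by size factors (median of ratios over the genes above 0 in every sample), a pseudocount of 0.5 was added, and log2 was taken. Genes with a mean TPM over all samples of at least 0.5 (15245 genes) were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), with genotype as the only factor. The paper's methods give condition as the main factor and do not say whether there were others. The paper's filter of 10 counts was replaced by that on mean TPM, and its thresholds (adjusted p below 0.05, absolute log2 fold change of at least 0.1) were kept. Gene positions, transcript lengths and GC content came from GENCODE M21, which is on GRCm38, and 55227 of the 55492 identifiers were found there. Where a symbol stands for several identifiers (114 symbols), the one with the highest expression was used. Gene sets were tested with camera and with exact permutation tests on the mean per sample (20 arrangements). For comparison with chance, the median of a set was ranked among 10000 random lists matched on expression, or on expression and transcript length. Called genes within 20 Mb of *Npc1* were compared with those elsewhere by Fisher's exact test. Principal components were computed on centred log2 values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the annotation, the depth and the plots.
The same replicate numbers 1, 2 and 3 occur in both genotypes in the sample labels, which is where the pairing in the fits with the replicate number as a block comes from. The samples are from different mice. The gene model and the size factors were tested on simulated data for the same 15245 genes: of 200 genes changed by 1.5 on the log2 scale, 183 (91.5%) were called in the right direction, 10 unchanged genes were called, and the size factors were found to within 0.298%.
A list of genes to be named was fixed by a rule. It held the genes the paper names for oligodendrocyte lineage cells (except any not analysed here) and the mTORC1 subunits with *Tfeb*. It also held the enzymes that write or remove H3K27 methylation with their partners. The 5 largest rises and 5 largest falls among significant genes whose groups do not overlap completed it. *Nefl*, *Nefm*, *Camk2a*, *Mef2c*, *Pcp4*, *Pvalb*, *Pcp2* and *Car8* are not on it and were named after their values were seen. Genes that overlap or resemble a listed gene and the sex-linked genes are outside it as well. The alternatives tried were FPKM in place of TPM, TPM as deposited, quantile normalization, pseudocounts of 0.1 and 1, no filter and a mean TPM of at least 5, limma without trend and with robust estimation, chromosomes X, Y and the mitochondrial genome left out, the replicate number as a block, other limits on the fold change, the inter-gene correlation estimated from the data, windows of 10 and 5 Mb, the 500 most variable genes, and each sample left out in turn. Curves on transcript length and GC content, each spanning 0.3 of the genes, were added after seeing the data. Marker sets for Purkinje cells, cerebellar granule neurons, cortical projection neurons, perivascular macrophages, activated microglia and lysosomes (6 sets) were also added then. The ChIP-seq, the snRNA-seq reads, the authors' lists of differentially expressed genes from the bulk RNA-seq and the pathway analysis were not used here. Fold changes of the genes the authors list for the snRNA-seq were taken from Supplementary Data 1 and gene sets from Supplementary Data 2.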

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

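All tests in this part were chosen only after the results were seen. The genes here are outside those the paper discusses. They are the 5 with the largest rise in O4-purified *Npc1*-/- cells among the genes past the thresholds whose genotypes do not overlap (chance parts the genotypes in 10% of genes), so each shows a signal above the level of the WT samples.
*Gm44170* (mean TPM 2.76 in *Npc1*-/-), *Gm23547* (1.41) and *Cox6c2* (1.20) are listed at 0 in every WT sample and were above 0 in 3 of 3 *Npc1*-/- samples. With *Gm5876* and *Eif1-ps1*, which are listed at 0 in every *Npc1*-/- sample, they are the 5 genes at 0 in all samples of one genotype and at 1 TPM or more in all samples of the other. Pseudogenes and small RNAs made up 80% of these 5 genes and 5.04% of the genes tested, which is consistent with fragments being divided differently between near-identical copies in different samples. Of the 4 splits of the samples that part all same-numbered samples, 1, the real one, gave as many such genes; the other 3 gave between 0 and 1, and the 6 splits that part only 1 same-numbered pair gave up to 4. So few splits cannot separate genotype from a chance arrangement of the mice. Chromosome 6 holds 3 of the 5 genes, but 9 of its 775 tested genes (1.16%) were past the thresholds against 0.795% elsewhere (two-sided Fisher's exact test, p = 0.298), so no sign of another strain's chromosome 6 in one genotype was seen in the number of calls.
For each gene, the gene that could share fragments with it was examined. *Cox6c*, of which *Cox6c2* is a processed pseudogene by its name, had a log2 fold change of 0.48 (adjusted p = 0.151 by limma, 3 of 3 *Npc1*-/- samples above the WT mean), a rise too small for a fixed share of its fragments to take *Cox6c2* from 0 in every WT sample to above 1 TPM; whether the share itself differed between samples was not tested. *Sec61a1*, which overlaps *Gm44170* on the other strand, did not rise (log2 fold change −0.13, adjusted p = 0.689 by limma, 1 of 3 *Npc1*-/- samples above the WT mean), and neither did *Phb2*, in which *Gm23547* lies (−0.00027, adjusted p = 0.999, 2 of 3). A rise of these partner genes is therefore not the reason, but whether the values of 0 are failed estimates was not tested, so no biological reading is offered.
*Myh7b* rose by a log2 fold change of 1.93 and *Serpinb1a* by 1.88, each with 3 of 3 *Npc1*-/- samples above all WT samples and an adjusted p of 0.0364 by limma. Over the alternatives the adjusted p ranged from 0.0133 to 0.172 for *Myh7b* and from 0.00756 to 0.175 for *Serpinb1a*. *Trpc4ap*, on the other strand of *Myh7b*, had a log2 fold change of 0.16 (adjusted p = 0.256 by limma, 3 of 3 *Npc1*-/- samples above the WT mean), and *Serpinb1b*, the paralog of *Serpinb1a*, of −0.42 (adjusted p = 0.610, 1 of 3). Neither change is large enough to account for the rise of its partner. RNA from other cells in the purified fraction was not tested for these genes, and a change in oligodendrocyte lineage cells cannot be told apart from it.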

How the results depend on the processing

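The alternatives were chosen before the data were examined, except the removal of smooth curves on transcript length or GC content, with or without the replicate block. Those tests were chosen only after the result was seen. Robust estimation was not run for the gene sets, since camera has no such option. Where a value below does not show the cause of a change, the cause was not tested.
Numbers of genes. The 124 differentially expressed genes (61 higher, 63 lower) became 2011 with the replicate block (1143 higher, 868 lower), with all 124 among them; the deviations of same-numbered samples correlated at 0.267. They became 1669 (888 higher, 781 lower) with the block and a length curve removed and 2098 (1177 higher, 921 lower) with the block and a GC curve removed. TPM as deposited gave 924 (54 higher, 870 lower), 5.84% of them higher against 49.2% with size factors, because the median of all genes shifts by −0.33 there. Quantile normalization gave 225 (92 higher, 133 lower; 123 of the 124 among them), no filter 21 (14 higher, 7 lower), a mean TPM of at least 5 447 (175 higher, 272 lower), no trend 42 (26 higher, 16 lower), and a GC curve removed without the block 168, of which 99 were lower. Without X, Y and mitochondrial genes there were 164, and 122 of the 124 were shared; FPKM gave 158 with 120 shared. Across the 6 fits that each left out one sample, from 4 to 486 genes passed, from 3 to 109 higher and from 1 to 377 lower. No limit on the fold change and a limit of 0.5 could not change the number, since the smallest absolute log2 fold change was 0.51.
GO gene sets. Of 7 sets 1 passed, the cholesterol set. It was 3 with the block, 3 with the block and a GC curve removed, 2 with the block and a length curve removed, 2 with a length curve alone removed, 3 with a mean TPM of at least 5, from 1 to 6 with a sample left out, and 0 with the inter-gene correlation estimated from the data (0 at an unadjusted p below 0.05). Neurogenesis passed at a mean of −0.094 with the block, −0.083 with the block and a GC curve removed and −0.13 with a mean TPM of at least 5, where neuron projection development passed at −0.14. All 4 neuronal sets passed without WT replicate 2 and without *Npc1*-/- replicate 1, and myelination passed without WT replicate 2. A length curve removed, with or without the block, turned neurogenesis to 0.0092 and neuron projection development to 0.038. Myelination passed at 0.14 with the block, at 0.14 with the block and a GC curve removed, and at 0.17 with a length curve removed, with or without the block. With TPM as deposited, myelination turned to −0.23, oligodendrocyte differentiation to −0.27 and the cholesterol set to −0.031, which relative to the median of all genes is 0.10, 0.06 and 0.29. Quantile normalization turned myelination to −0.059 and oligodendrocyte differentiation to −0.048. It gives each rank the same value in every sample, which limits any rise of the most abundant transcripts. The cholesterol set, at 0.34, failed only with the inter-gene correlation estimated (adjusted p = 0.401; over the alternatives from 2.86e-10 to 0.401).
With a sample left out, the mean ranged from −0.15 to −0.026 for neurogenesis, from −0.16 to −0.057 for synapse organization, from −0.15 to −0.062 for ion transmembrane transport, from −0.12 to −0.012 for neuron projection development, from 0.093 to 0.17 for myelination, from 0.058 to 0.12 for oligodendrocyte differentiation and from 0.28 to 0.41 for the cholesterol set.
Cell type marker sets. Of 9 sets 5 passed, and from 4 to 7 with a sample left out. With the inter-gene correlation estimated 0 passed (0 at an unadjusted p below 0.05), so that the mature oligodendrocyte (0.52), monocyte/microglia (−0.94), endothelial cell (−0.92), pericyte (−0.55) and pan-neuronal (0.41) sets failed there. The mature set also failed with quantile normalization, at 0.13, without WT replicate 1 and without *Npc1*-/- replicate 2. The astrocyte set passed without a filter, at −0.23, without WT replicate 2 and without *Npc1*-/- replicate 3, and the OPC set with a length curve removed, at 0.34, and without *Npc1*-/- replicate 3. With TPM as deposited, the OPC set turned to −0.054 and the neuronal transmitter genes to −0.25, or 0.27 and 0.08 relative to the median of all genes. With a sample left out, the mean ranged from 0.16 to 0.49 (OPC), −0.14 to −0.0046 (immature oligodendrocyte), 0.40 to 0.69 (mature oligodendrocyte), −1.12 to −0.73 (monocyte/microglia), −0.37 to −0.073 (astrocyte), −1.09 to −0.75 (endothelial cell), −0.66 to −0.46 (pericyte), −0.10 to 0.13 (neuronal transmitter genes) and 0.27 to 0.50 (pan-neuronal).
Named genes. *Npc1* was lower and past the thresholds in all 23 alternatives run. With TPM as deposited, 9 genes turned: *Mlst8* (−0.22), *Akt1s1* (−0.18), *Ezh2* (−0.26), *Kdm6a* (−0.22), *Smoc1* (−0.19), *Dusp15* (−0.079), *Sox10* (−0.35), *Olig2* (−0.31) and *Pdgfra* (−0.10). Relative to the median of all genes, 8 of them had their first direction, all but *Sox10*. Quantile normalization turned *Mtor* (0.018), *Ezh1* (0.0098), *Sox10* (−0.14) and *Olig2* (−0.079). A length curve removed, with or without the block, turned *Mtor* (0.11) and *Ezh1* (0.0023), and a GC curve removed, with or without the block, turned *Sox10* (−0.020). Of these genes none passed the thresholds in any alternative run. With a sample left out, the log2 fold change ranged from −0.054 to 0.036 for *Mtor*, from −0.19 to 0.083 for *Ezh1*, from −0.18 to 0.0096 for *Eed*, from −0.062 to 0.27 for *Kdm6a*, from −0.064 to 0.12 for *Sox10*, from −0.028 to 0.20 for *Olig2* and from −0.16 to 0.0037 for *Smpd1*. Among the other named genes, 4 came to pass with the block (*Lhfpl4*, *Cpeb1*, *Kcna6* and *Npc2*) and 3 with a mean TPM of at least 5. Without a filter 4 no longer passed, and without the trend 2. With a sample left out more were lost: 9, 8 and 7 no longer passed without WT replicates 1, 2 and 3, and 4 and 8 without *Npc1*-/- replicates 1 and 2.
Other results. The share of genes with the direction of the snRNA-seq of immature oligodendrocytes was 42.3% (Pearson −0.03 and Spearman −0.04 across genes). It was 73.6% with TPM as deposited (0.0072 and −0.0061), where all genes shift down and 876 of the 1036 genes compared are lower in the snRNA-seq. It was 23.1% over the 13 genes with an adjusted p below 0.05 here (−0.461 and −0.289) and 33.3% against mature oligodendrocytes (−0.200 and −0.134). With a sample left out it ranged from 40.0% to 48.2%, Pearson from −0.0717 to 0.0117 and Spearman from −0.0620 to −0.00999. The first principal component, at 37.0% of the variance, held 58.0% with TPM as deposited, 28.5% with the 500 most variable genes and 32.7% with a pseudocount of 0.1, and the second, at 28.0%, held 18.9% with TPM as deposited. Within 20 Mb of *Npc1*, 0% of genes were past the thresholds, and from 0 to 0 with a sample left out (18 genes there had an unadjusted p below 0.05). With a mean TPM of at least 5 it was 1 of 60 genes (1.67%), and with the block 8 of 96 (8.33%). The libraries hold between 40250000 and 50250000 fragments and TPM has 2 decimals, which limits genes with few fragments, such as those listed at 0.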

Differences from the paper's values

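The paper reports 435 genes with both increased promoter acetylation and significantly higher expression in *Npc1*-/- cells, so at least that many had significantly higher expression there. Here 61 genes did, against the paper's 435. The paper tested counts with DESeq2, whereas limma on log2 TPM with another filter was used here, for this number and for the genes below. None of the alternatives was a test on counts, so the cause of the difference is not known. Of the alternatives set before the data were examined, the replicate number as a block, with 1143 genes, reached the paper's number. The others did not: FPKM (68), TPM as deposited (54), quantile normalization (92), a pseudocount of 0.1 (63) or 1 (61), no filter (14), a mean TPM of at least 5 (175), no trend (26), robust estimation (57), leaving out X, Y and mitochondrial genes (72), no limit or a limit of 0.5 on the log2 fold change (61 each) and each sample left out in turn (from 3 to 109). The block with a length curve removed (888) and the block with a GC curve removed (1177), both chosen after seeing the values, also reached it, and the same curves without the block (56 and 69), chosen then as well, did not.
The paper counts *Lhfpl4*, *Cpeb1* and *Kcna6* among the neuron-related genes with significantly higher expression. Here their log2 fold changes were 0.84, 1.53 and 0.42, each with 3 of 3 *Npc1*-/- samples above all WT samples, but the adjusted p by limma was 0.0658, 0.0546 and 0.0623. *Lhfpl4* passed with the replicate number as a block (0.0127). *Kcna6* passed with the block (0.0348) and with a mean TPM of at least 5 (0.0466). *Cpeb1* passed with the block (0.0119), with a mean TPM of at least 5 (0.0418), with TPM as deposited (0.0194), with quantile normalization (0.0494) and without *Npc1*-/- replicate 3 (0.0401). All of them also passed with the block and a length curve removed and with the block and a GC curve removed, which were chosen after seeing the values. Over all alternatives, the adjusted p ranged from 0.00923 to 0.214 for *Lhfpl4*, from 0.0104 to 0.187 for *Cpeb1* and from 0.0260 to 0.823 for *Kcna6*.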

Other observations

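The tests on Purkinje cell, other neuronal and macrophage markers, on the cholesterol genes, on transcript length in the neuronal GO sets and on the direction of genes near *Npc1* were chosen only after the result was seen.
Other splits of the samples. Of the 10 splits of the 6 samples into groups of 3, 4 part all same-numbered samples. Among these, 1 of 4, the real one, gave as many differentially expressed genes (124), 1 of 4 as many higher genes and 1 of 4 as many lower genes; the other 3 gave 0 genes, with 156 to 292 at an unadjusted p below 0.05. The 6 splits that part only 1 pair gave at most 3 genes, with up to 1837 at an unadjusted p below 0.05. As many GO sets passed in 3 of 4 splits and as many marker sets in 2 of 4. The change of the neurogenesis set was as large in 1 of 4, and that of the cholesterol set in 1 of 4. Of the 6 splits that part only 1 pair, 3 gave a larger change of the neurogenesis set (0.164, 0.121 and 0.109 against 0.0939), and up to 4 GO sets and 5 marker sets passed; the cholesterol set changed by at most 0.253 there. With 4 splits no share can fall below 0.05, so none of these results can be told apart from a chance arrangement of the mice by such counts.
A few abundant transcripts. *Mbp* took 20.2% to 26.1% of TPM in *Npc1*-/- and 18.8% to 22.2% in WT samples, and mitochondrial transcripts took 22.6% to 24.7% and 20.6% to 23.2%. On deposited TPM 5.84% of the calls were higher, against 49.2% with size factors, but size factors centre the fold changes, so an even balance after scaling is fixed in advance and does not show that the abundant transcripts cause the shift.
Sex. *Npc1*-/- replicate 3 has *Xist* and no expression of the Y-linked genes examined, and the other 5 samples the reverse. Without it, 486 genes were called, and all 124 were among them with the same direction. Genes on X or Y were 1.61% of the calls and 3.37% of the genes tested. A sample of the other sex is therefore not the source of the calls.
Transcript length and GC content. With a smooth curve on transcript length removed, 98 of the 124 calls were made again, so length does not account for most calls. With one on GC content it was 122, but the curve hardly moves the values, since fold changes correlated with GC content at only 0.0438 across genes (Spearman), so that number says little. With the block, 1480 of the 2011 calls were made again with a length curve removed and 1980 with a GC curve removed. Across genes, deviations from the mean of all samples correlated with transcript length at 0.221, 0.166 and 0.141 in WT and at −0.0271, −0.325 and −0.139 in *Npc1*-/- replicates 1, 2 and 3 (Spearman). The median of the neurogenesis set lay at percentile 0.06 of random lists matched on expression, but at percentile 4.18 of lists matched on expression and transcript length. Its fall may thus reflect transcript length. Whether the fall of vascular and immune cell genes given further on contributes to it was not tested.
Neuronal genes. The pan-neuronal markers rose by a mean of 0.41 (adjusted p = 0.00256 by camera, from 7.57e-05 to 0.424 over the alternatives; 11 of 12 genes; 3 of 3 *Npc1*-/- samples above all WT samples). They lay at percentile 100 of lists matched on expression and transcript length, so length does not account for the rise. The neuronal transmitter genes had a mean of 0.03 (adjusted p = 0.921, 1 of 3 *Npc1*-/- samples above the WT mean), and −0.25 with TPM as deposited, or 0.08 relative to the median of all genes. Single pan-neuronal markers ranged from −0.28 (*Camk2a*) to 1.22 (*Nefl*), both named after their values were seen. *Lhfpl4* (0.84) and *Kcna6* (0.42) lie within that range and *Cpeb1* (1.53) above it, though below some Purkinje cell genes given further on. None of these genes can be told apart from RNA carried over from neurons by this comparison, and single genes against a set were not tested. A shift to earlier stages among the sorted cells would lower the mature oligodendrocyte markers, which instead rose by a mean of 0.52 (adjusted p = 0.0202 by camera, from 0.000144 to 0.839 over the alternatives; 6 of 6 genes; 3 of 3 *Npc1*-/- samples). Such a shift would also raise the OPC markers, which had a mean of 0.30 (adjusted p = 0.122 by camera, from 0.00209 to 0.605 over the alternatives; 5 of 6 genes; 2 of 3 *Npc1*-/- samples above the WT mean), and −0.054 with TPM as deposited, or 0.27 relative to the median of all genes, so the OPC markers leave such a shift open.
Purkinje cell genes. *Pcp4*, *Pvalb*, *Pcp2* and *Car8*, markers of Purkinje cells chosen after their values were seen, rose by log2 fold changes of 1.62, 1.62, 1.60 and 1.24. In 9 other Purkinje cell markers the mean was 0.35 (adjusted p = 0.134 by camera, from 0.00238 to 0.924 over the alternatives, of which 2 of 21 passed; 7 of 9 genes; 3 of 3 *Npc1*-/- samples), which fails the threshold, so RNA carried over from Purkinje cells may contribute, and the rises cannot be told apart from it. Cortical projection neuron markers had a mean of −0.12 (adjusted p = 0.597, 0 of 3 *Npc1*-/- samples above the WT mean), so a rise of this list is not seen. Its mean rests on *Mef2c* (−0.94, named after its values were seen), without which the other 6 genes had a mean of 0.019, so the list does not settle whether RNA from neurons of every region was carried over. Cerebellar granule neuron markers had a mean of 0.14 (adjusted p = 0.868, 2 of 3), and −0.18 with TPM as deposited, or 0.14 relative to the median of all genes.
Macrophage and vascular genes. *Cd163* (log2 fold change −2.29, adjusted p = 0.0102 by limma, from 0.00533 to 0.0685 over the alternatives) and *Mrc1* (−1.90, 0.0364, from 0.0100 to 0.172), with 3 of 3 *Npc1*-/- samples below all WT samples, are markers of perivascular macrophages. In 6 other such markers the mean was −0.9999 (adjusted p = 0.000754 by camera, from 9.76e-06 to 0.145 over the alternatives; 0 of 3 *Npc1*-/- samples above the WT mean). The endothelial cell, pericyte and monocyte/microglia lists, 3 of 3, fell past the threshold as well, by means of −0.92, −0.55 and −0.94 (adjusted p = 3.46e-06, 0.00386 and 7.48e-06 by camera; 0 of 3 *Npc1*-/- samples above the WT mean in each). A candidate explanation is that fewer vascular and immune cells were carried over in the sort of *Npc1*-/- samples, and a change in oligodendrocyte lineage cells cannot be told apart from it. Activated microglia markers had a mean of 0.18 (adjusted p = 0.868, 2 of 3 *Npc1*-/- samples above the WT mean), and −0.14 with TPM as deposited, or 0.19 relative to the median of all genes, which leaves open whether microglia turned down resting markers.
Cholesterol synthesis. The genes of the cholesterol set, 17 of 17, were higher in *Npc1*-/- cells, with a mean of 0.34 (adjusted p = 1.59e-07 by camera, from 2.86e-10 to 0.401 over the alternatives; 3 of 3 *Npc1*-/- samples), although the mean was −0.031 with TPM as deposited, or 0.29 relative to the median of all genes. The paper lists this term as downregulated in the snRNA-seq of immature oligodendrocytes, which used forebrain nuclei. With the mean of the mature oligodendrocyte markers in the model, the difference was 0.53, but the mature markers part the genotypes and, like the cholesterol set, follow the replicate number within each genotype, which that model leaves out, so it cannot rule out more mature cells in the fraction. The real split gave the largest change of the 4 that part all same-numbered samples (0.34, against at most 0.15 in the other 3), but a count over 4 splits cannot rule out chance whatever its outcome. That cholesterol synthesis is raised in these cells stays a hypothesis.
Single-nucleus data. Of 1764 genes listed for immature oligodendrocytes, 1036 were compared here, and 438 (42.3%) had the same direction; the fold changes correlated at −0.03 (Pearson, across genes, which are not independent replicates). In *Npc1*-/- replicates 1, 2 and 3 taken singly the share was 46.0%, 43.7% and 42.8%. It was 10 of 37 genes in OPCs and 35 of 105 in mature oligodendrocytes. The snRNA-seq compared forebrain nuclei within a cluster, whereas the cells here came from whole brain and from more than 1 stage. Low agreement therefore need not contradict it. *Ezh2*, which the paper reports as reduced in the snRNA-seq of immature oligodendrocytes, had a log2 fold change of 0.10 (adjusted p = 0.700 by limma, from 0.409 to 0.983 over the alternatives, with 2 of 3 *Npc1*-/- samples above the WT mean). It was −0.26 with TPM as deposited, or 0.07 relative to the median of all genes. The paper also reports less EZH2 protein in O4-purified cells by western blot, which RNA levels do not test. *Ezh1*, *Eed*, *Suz12*, *Kdm6a* and *Kdm6b* had log2 fold changes of −0.03, −0.10, −0.20, 0.13 and −0.26 (adjusted p from 0.372 to 0.930 by limma; 1, 0, 0, 2 and 0 of 3 *Npc1*-/- samples above the WT mean); *Kdm6a* turns with TPM as deposited and *Ezh1* with quantile normalization.
Other values. *Npc2* had a log2 fold change of 0.56 (adjusted p = 0.0583 by limma, from 0.0158 to 0.416 over the alternatives, with 3 of 3 *Npc1*-/- samples above all WT samples). It passed with the replicate number as a block (adjusted p = 0.0175 by limma). Markers of lysosomes had a mean of 0.10 (adjusted p = 0.134 by camera; 3 of 3 *Npc1*-/- samples), and −0.27 with TPM as deposited, or 0.06 relative to the median of all genes. The astrocyte, OPC and immature oligodendrocyte sets had means of −0.23, 0.30 and −0.08 (adjusted p = 0.0572, 0.122 and 0.511 by camera; 1, 2 and 1 of 3 *Npc1*-/- samples above the WT mean), and the OPC set turns with TPM as deposited.
Genes near *Npc1*. Of 96 autosomal genes tested within 20 Mb of *Npc1*, 0% were called, against 0.829% elsewhere (two-sided Fisher's exact test, p = 1), and 18 had an unadjusted p below 0.05 (18.8% against 22.3%; Fisher's exact test, p = 0.461). With the block 8 were called (8.33% against 13.2%; Fisher's exact test, p = 0.223). All 4 of 4 splits gave at least as many calls near *Npc1*, which a count of 0 fixes in advance, and so few calls are made elsewhere that 0 among 96 genes says little about a strain difference around the mutant allele. At the unadjusted p and with the block, where more genes pass, genes within 20 Mb of *Npc1* did not pass more often than others. In the smaller windows, 15 of 62 genes within 10 Mb and 10 of 35 within 5 Mb had an unadjusted p below 0.05. Both shares exceed the 22.2% of all genes tested, but they were not tested against it. With the block, 11.3% within 10 Mb and 11.4% within 5 Mb were called, against 13.2% elsewhere. An excess close to *Npc1* is left open. Of the 18 genes, 14 were lower (77.8%, against 52.3% elsewhere; two-sided Fisher's exact test, p = 0.0338), for which a strain difference around the mutant allele is a candidate explanation. The 8 genes called with the block do not show this direction: 4 were higher and 4 lower.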
